# Wheat chromatin architecture is organized in genome territories and transcription factories

**DOI:** 10.1186/s13059-020-01998-1

**Published:** 2020-04-29

**Authors:** Lorenzo Concia, Alaguraj Veluchamy, Juan S. Ramirez-Prado, Azahara Martin-Ramirez, Ying Huang, Magali Perez, Severine Domenichini, Natalia Y. Rodriguez Granados, Soonkap Kim, Thomas Blein, Susan Duncan, Clement Pichot, Deborah Manza-Mianza, Caroline Juery, Etienne Paux, Graham Moore, Heribert Hirt, Catherine Bergounioux, Martin Crespi, Magdy M. Mahfouz, Abdelhafid Bendahmane, Chang Liu, Anthony Hall, Cécile Raynaud, David Latrasse, Moussa Benhamed

**Keywords:** Hi-C, Hi-ChIP, DNA loops, Transcription factories, Genome territories

## Abstract

**Background:**

Polyploidy is ubiquitous in eukaryotic plant and fungal lineages, and it leads to the co-existence of several copies of similar or related genomes in one nucleus. In plants, polyploidy is considered a major factor in successful domestication. However, polyploidy challenges chromosome folding architecture in the nucleus to establish functional structures.

**Results:**

We examine the hexaploid wheat nuclear architecture by integrating RNA-seq, ChIP-seq, ATAC-seq, Hi-C, and Hi-ChIP data. Our results highlight the presence of three levels of large-scale spatial organization: the arrangement into genome territories, the diametrical separation between facultative and constitutive heterochromatin, and the organization of RNA polymerase II around transcription factories. We demonstrate the micro-compartmentalization of transcriptionally active genes determined by physical interactions between genes with specific euchromatic histone modifications. Both intra- and interchromosomal RNA polymerase-associated contacts involve multiple genes displaying similar expression levels.

**Conclusions:**

Our results provide new insights into the physical chromosome organization of a polyploid genome, as well as on the relationship between epigenetic marks and chromosome conformation to determine a 3D spatial organization of gene expression, a key factor governing gene transcription in polyploids.

## Background

In eukaryotes, nuclear DNA is folded into chromatin, a tightly packed high-order structure whose main components are DNA and histone proteins. Chromatin conformation determines the accessibility of the double helix to the transcriptional and replication machineries [1]. It is tightly regulated in both time and space by highly conserved mechanisms such as DNA methylation, histone post-translational modifications, alterations in histone-DNA interactions, and incorporation of histone variants by chromatin remodelers, as well as long non-coding RNA (lncRNA)- and small RNA (sRNA)-related pathways [2–4].

In light of the strong influence of chromatin conformation on gene expression, the idea of the genome as a linear sequence of nucleotides has been replaced by a dynamic three-dimensional (3D) architecture [5] in which structural elements such as “loops”, “domains”, “territories”, and “factories” are functional components controlling the physical interactions between promoters and distant regulatory elements [6]. Accordingly, the nucleus is thought to operate as an integrated regulatory network [7].

Recent development of new methods for the analysis of the genome-wide 3D spatial structure of chromatin, such as Hi-C, Hi-ChIP, and ChlA-PET, has made it possible to unveil small- and large-scale genome topology in various cell types of metazoan organisms, notably in mammals [8]. These studies revealed the existence of megabase-long chromatin compartments comprising either open, active chromatin (A compartment) or closed, inactive chromatin (B compartment). Chromatin conformation capture techniques also allowed the description of topologically associating domains (TADs), large chromatin domains (800 kb average length in mammals) bringing together contiguous sequences of DNA. Genes that belong to the same TAD display similar dynamics of expression, suggesting that physical association is functionally relevant to gene expression control.

The basic organization of plant genomes differs from that in animals [9–14]. For instance, plants do not display an apparent A/B compartmentalization as a predominant genome folding feature [14, 15].

Moreover, although TAD-like domains have been identified in maize, tomato, sorghum, foxtail millet, and rice [15], no canonical insulator proteins have been described in plants, challenging the classification of these structures [12]. This may be due to the fact that the plant genome structure has a particular transposable element content and location relative to genes and opens the question of the functional conservation of genome folding in eukaryotes.

Another particular feature of plant genomes is the high occurrence of polyploidy, which leads to the co-existence of several copies of similar genomes deriving from the same (autopolyploid) or related (allopolyploidy) species in the same nucleus. How polyploidy affects chromosome folding architecture and functional organization remains to be elucidated. Established polyploids often have higher fitness attributes [16], and polyploidy is considered a major factor in successful plant domestication [17] as demonstrated by its widespread presence among cultivated crops, both autopolyploids (e.g., potato [*Solanum tuberosum*], alfalfa [*Medicago truncatula*], banana [*Musa acuminata*], and watermelon [*Citrullus lanatus*]) and allopolyploids (e.g., canola, strawberry, cotton, coffee, sugarcane, and wheat) [18].

Polyploidization events trigger extensive epigenetic and transcriptional alteration of the duplicated or merged genomes, accompanied by small- and large-scale conformational changes [18–23]. Such rearrangements are thought to have facilitated the domestication of polyploid crops by enhancing their adaptive plasticity [17]. The characterization of 3D chromosome topology in polyploids crops may help better understand the degree to which spatial organization contributes to polyploidy success.

Modern hexaploid wheat (*Triticum aestivum* L.; 2*n* = 6*x* = 42) is a particularly interesting model for analyzing chromosome topology, because it is the product of two rounds of interspecific hybridization that occurred at different evolutionary times (Fig. 1a). The first hybridization event occurred 0.36 to 0.50 million years ago and produced a tetraploid species, *Triticum turgidum* (AABB) [24–27]. This hybridization involved *Triticum urartu* (donor of the AA genome) and an unknown species related to *Aegilops speltoides* (BB genome) [28]. Indeed *Ae. speltoides* cannot be considered as the exclusive donor of this genome, but the wheat B genome might rather have a polyphyletic origin with multiple ancestors involved, among which *Ae. speltoides*. A second hybridization event between *T. turgidum* (AABB) and the diploid species *Aegilops tauschii* (DD genome) gave rise to a hexaploid wheat (AABBDD), the ancestor of the modern bread wheat, about 10,000 years ago [25, 29]. Since the three ancestors are closely related species descended from a common progenitor, three distinct but highly syntenic subgenomes can be identified (AA, BB, and DD) [30]. Compared to tetraploid wheat, modern hexaploid wheat possesses several agricultural advantages, such as increased environmental adaptability, tolerance to abiotic stresses (including salinity, acid pH, and cold), and increased resistance to several pathogens, factors that contribute to its success as a crop [31]. Although the genetic determinants of wheat yield and quality have been extensively investigated [32, 33] and a fully annotated reference genome was recently generated together with tissue-specific and developmental transcriptomic co-expression networks [34], the influence of chromatin organization on the expression of key traits of agricultural interest is still poorly understood.

**Fig. 1:**
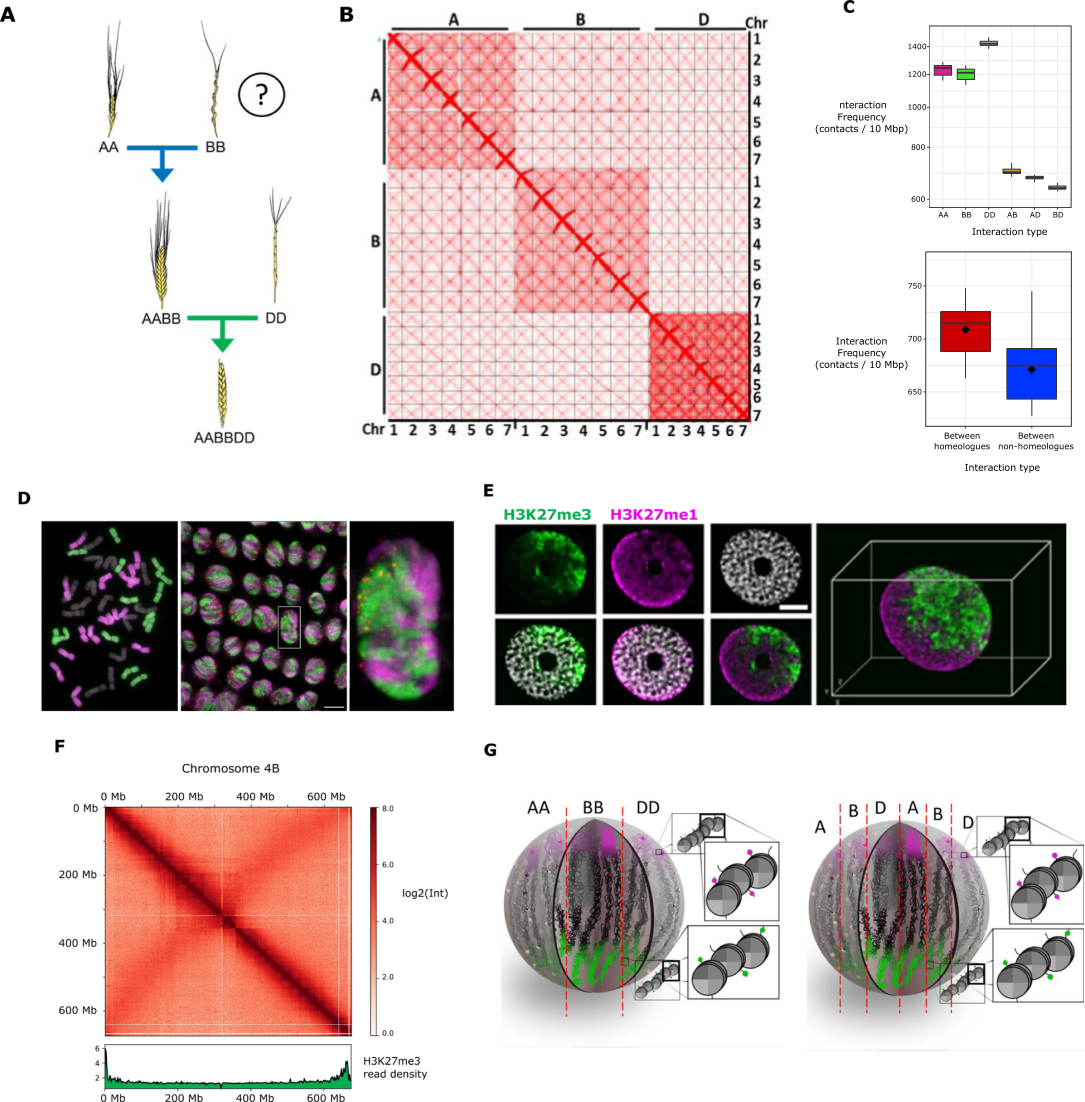
Large-scale chromatin architecture analysis of hexaploid wheat. **a** Schematic representation of the relationships between wheat genomes, showing the polyploidization history of hexaploid wheat. **b** Hi-C contact matrix of the hexaploid wheat genome. **c** Box plots representing the distribution of the median interaction frequency between 10-Mb bins for each combination of subgenomes (upper panel) and between homoeologous and non-homoeologous chromosomes of different subgenomes (bottom panel). **d** Root meristematic cells of *T. aestivum* cv. Chinese Spring labeled by GISH. The A genome is labeled in magenta, the D genome is labeled in green, and the B genome is not labeled and thus appears in gray; telomeres are labeled in red. (Left panel) metaphase cells showing 14 A chromosomes, 14 B chromosomes, and 14 D chromosomes. (Middle panel) interphase cells. (Right panel) zoom-in of the interphase nucleus indicated by the white box in the middle panel. Scale bar represents 10 μm. **e** Immunofluorescence detection of H3K27me3 (green) and H3K27me1 (purple) in the isolated nucleus. **f** Integration of H3K27me3 and Hi-C at the chromosomal level. The heatmap of intrachromosomal interaction frequency of chromosome 4 B (in red, upper panel) is presented together with the read density of H3K27me3 ChIP-seq (in green, lower panel). The genomic coordinates are indicated on the left side of the heatmap for Hi-C and under the read density plot for H3K27me3. The color bar on the right side of the heatmap shows the interaction frequency scale. **g** Alternative models of large-scale chromatin architecture in the nucleus of wheat

In this study, we present an analysis of hexaploid wheat nuclear architecture by the integration of Hi-C, ChIP-seq, RNA-seq, and Hi-ChIP data. Our results highlight at least three levels of DNA spatial organization: (i) an arrangement into genome territories, (ii) a diametrical separation between facultative and constitutive heterochromatin, and (iii) the organization of active chromatin DNA around transcription factories, established through micro-compartmentalization and physical interactions of these genes carrying euchromatic histone modifications.

## Results

### Wheat chromatin is organized in genome territories

To gain insight into wheat chromatin architecture, we used Hi-C, a genome-wide chromatin conformation capture method that detects DNA-DNA physical interactions [35] to examine shoot cells of 14-day-old seedlings of *T. aestivum* cv. Chinese Spring. Analysis of the whole-genome interaction matrix (Fig. 1b) revealed three hierarchical layers of chromosome interactions, from strongest to lowest: (i) within chromosomes, (ii) between chromosomes of the same subgenome, and (iii) between chromosomes of different subgenomes. This organization indicates a non-random spatial distribution of the three subgenomes that could mirror the presence of functional “genome territories.” We quantified these differences by plotting the distribution of median interaction frequency between 10-Mb bins for intrachromosomal interactions, interchromosomal interactions within each subgenome, and interchromosomal interactions between subgenomes (Additional file 1: Supplemental Figure S1) and between pairs of subgenomes (Fig. 1c, middle panel). In addition, we observed that the A and B genomes interact more frequently than A and D or B and D. We independently confirmed the presence of subgenome-specific territories using a genomic in situ hybridization (GISH) experiment on root meristematic cells (Fig. 1d).

Then, we examined the intergenomic interaction frequency between homeolog and non-homeolog chromosomes of different subgenomes (Fig. 1c, lower panel), finding that homeologs interact more frequently than non-homeolog chromosomes (Mann-Whitney p = 2.18e−06; Cliff’s Delta effect size = 0.65). This imbalance was not anticipated and could be the macroscopic manifestation of specific contacts between homeolog genes, whose expression has been reported to be often coordinated in space and time [36]. Root cells presented the same chromosome interaction pattern (Additional file 1: Supplemental Figure S1).

To verify whether other polyploid plants share the same large-scale nuclear organization, we carried out a Hi-C assay on 14-day-old seedlings of rapeseed (*Brassica napus* L.) (Additional file 1: Supplemental Figure S2). The experiment revealed again a three-layer hierarchy of chromosome interactions identical to wheat, suggesting that this organization is a general feature of polyploid plants.

To further analyze wheat chromatin organization, we performed nucleus immunostaining with antibodies directed against different histone marks. We first labeled constitutive and facultative heterochromatin using antibodies recognizing H3K27me1 and H3K27me3, respectively (Fig. 1e). H3K27me3 plays a critical role in the epigenetic silencing of developmentally or stress-regulated genes in the context of facultative (reversible) heterochromatin, while H3K27me1 is required for the formation and maintenance of constitutive heterochromatin, and thus participates in the inhibition of TE expression [11, 37].

We observed an opposite and polarized distribution of these two marks throughout the nucleus, which suggests the presence of subnuclear domains with different types of chromatin. A second immunostaining with an antibody recognizing H3K9me2, another histone modification associated with constitutive heterochromatin [38, 39], confirmed this result (Additional file 1: Supplemental Figure S3, upper panel). We then examined active chromatin by immunostaining with an antibody directed against H3K36me3, a euchromatic mark linked to active transcription [40, 41] (Additional file 1: Supplemental Figure S3, lower panel). Contrary to the previous distribution, H3K36me3 was localized in sharp foci scattered across the whole nucleus, suggesting a physical proximity of clusters of transcriptionally active regions.

To investigate the relationship between chromatin 3D folding and the observed polarization of facultative and constitutive heterochromatin, we integrated H3K27me3 ChIP-seq data and Hi-C data at the chromosome-wide level. Single-chromosome interaction matrixes showed a strong signal over the main diagonals, consistent with distance-dependent decay of interaction frequency, in agreement with the previous literature [35] (Fig. 1b, f; Additional file 1: Supplemental Figure S4). The second strong signal was detectable in an antidiagonal direction due to extensive interactions between the two arms of each chromosome. This conformation is consistent with the Rabl organization previously described in wheat [42] and barley [14]*.* The comparison with H3K27me3 ChIP-seq data (Fig. 1f) revealed that the peaks of read density are located primarily in the subtelomeric regions of each chromosome arm. Globally, this explains how the Rabl configuration in which subtelomeres are juxtaposed, together with the clustering of H3K27me3-labeled genes in subtelomeric regions, produces the polarized distribution of epigenetic marks and supports the existence of functional compartmentalization within the nucleus of bread wheat.

### The wheat genome displays intergenic condensed spacer (ICONS) folding structures

Topologically associating domains (TADs) are defined as genomic regions containing sequences that interact more frequently with others in the same TAD than with those in different TADs [43, 44]. In metazoans, the boundaries of TADs are enriched in specific proteins involved in their maintenance, such as the CTCF (CCCTC binding factor) transcriptional repressor and cohesin [45–47]. The functional conservation in plants of these folding structures remains unclear. We therefore wanted to investigate the possible presence of folding domains in wheat. After normalizing the Hi-C interaction matrixes for technical and biological biases that could alter the number of reads aligning on each fragment, such as GC content, distance between restriction sites, and mappability with iterative correction and eigenvector decomposition (ICE) (Imakaev et al. 2012), we applied the “insulation index” technique. The insulation index of a genomic region is calculated as the average frequency of interaction with the neighboring regions within a predefined distance [48]. We found 32,299 folding domains, covering 51% of the genome with an average size of about 225 kbp (Additional file 1: Supplemental Figure S5).

A prominent feature of the insulation index was the presence of genes, both protein-coding and non-coding such as microRNA precursors or long non-coding RNA, in correspondence of local minima and in particular at the boundaries of folding domains (Fig. 2b–e); we subsequently named these structures ICONS, for intergenic condensed spacers. Examining the distribution of the active chromatin marks H3K9ac and H3K36me3 and of the facultative heterochromatin mark H3K27me3 over ICONS, we found all three histone marks are enriched at the boundaries, as predicted by the presence of genes at those locations. In contrast, both transposable elements and DNA methylation on CpG and CHG contexts were depleted at the boundaries and enriched within ICONS (Additional file 1: Supplemental Figure S6). The result of an ATAC-seq experiment (assay for transposase-accessible chromatin using sequencing) [49, 50] revealed that chromatin is highly accessible at the ICONS boundaries and less within ICONS (Additional file 1: Supplemental Figure S6). Taken together, these features indicate that the wheat genome presents distinctive folding domains (ICONS) rather than canonical topologically associating domains (TADs).

**Fig. 2:**
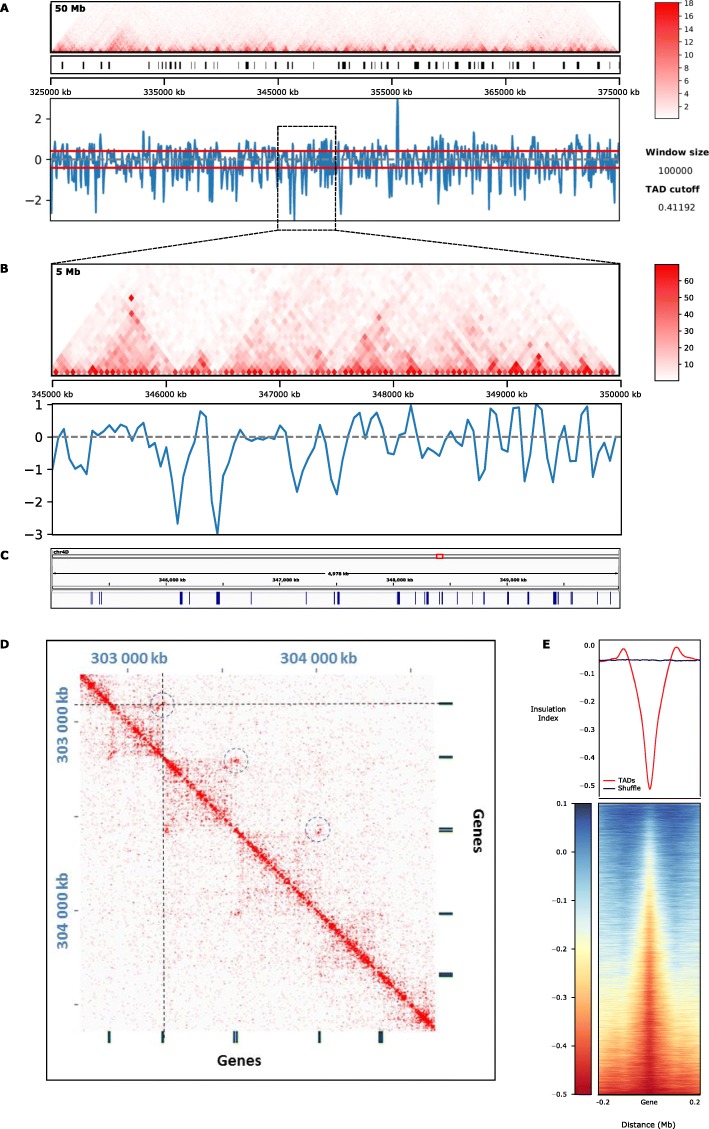
The wheat genome displays ICONS. **a** TADtool analysis of a 50-Mb region of chromosome 4D (Chr4D:325000000-375000000). Triangle heatmap of Hi-C interaction frequency (top panel), positions of the identified TADs indicated by black bars (middle panel), and plot of the insulation index (bottom panel). **b** Zoom-in of the 5-Mb region of Chr4D:345000000-350000000 in **a**, showing a triangle heatmap of Hi-C interaction frequency (top panel) and insulation index (bottom panel). **c** Position of genes along the 5-Mb region shown in **b**. **d** 2D heatmap showing the interaction frequency in a region (chr3B-1000000–5000000) of the Hi-C map. The dashed circles highlight the hotspots of interaction. Genes are represented by black bars. **e** Level of insulation index on genes. Median insulation index over genes (red line) and random genomic intervals (blue line) (top panel). Heatmap of insulation index over genes (bottom panel)

To analyze more in-depth the relationship between histone modifications, chromatin accessibility, and chromatin interaction, we took into account the average insulation index over protein-coding and non-coding genes by comparing the degree of spatial co-localization through peaks of each histone mark or ATAC-seq (Fig. 3a–c, Additional file 1: Supplemental Figure S6 and S7). We discovered that the insulation index is more negative for genes overlapping with peaks of the active marks H3K9ac and H3K36me3 than for those without these histone marks, while genes carrying the repressive mark H3K27me3 displayed the opposite behavior. This result highlights that, while genes generally interact weakly with their neighboring sequences, those bearing euchromatic histone marks are especially devoid of physical contact with the surrounding regions. To determine if a quantitative relationship exists between the level of a specific histone modification and the intensity of chromatin physical interactions, we partitioned the genome in ten deciles of insulation index and plotted the median read density of each histone mark over the genes contained in each group (Fig. 3d–f; Additional file 1: Supplemental Figure S7). We observed that the read density of H3K27me3 gradually increased with the insulation index whereas those of H3K9ac and H3K36me3 showed a negative correlation supporting that histone modification may play a major role in chromatin interaction in wheat.

**Fig. 3:**
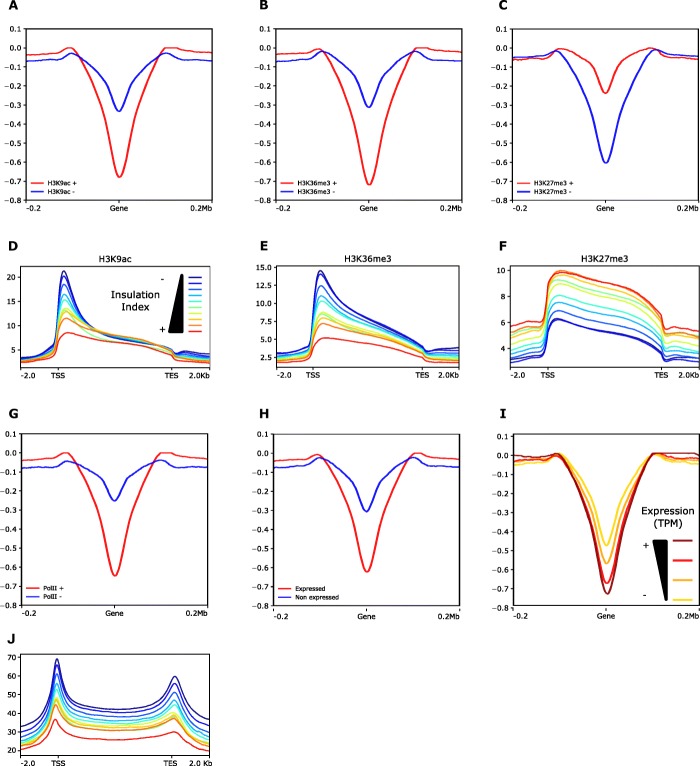
Relationship between insulation index, histone marks, and gene expression. **a**–**c** Plots displaying the insulation index over genes marked (red line) or not marked (blue line) by H3K9ac (**a**), H3K36me3 (**b**), and H3K27me3 (**c**). **d**–**f** Metaplots showing the normalized ChIP-seq read density of H3K9ac (**d**), H3K36me3 (**e**), and H3K27me3 (**f**) median enrichment over the genes categorized from low (first quantile, blue line) to high insulation index (tenth quantile, red line). **g** Plot displaying the insulation index over genes bound to RNAPII (red line) or not bound (blue line). **h** Plot displaying the insulation index over genes expressed (red line) or not expressed (blue line). **i** Plot displaying the insulation index over expressed genes categorized from low expression level (first quartile yellow line) to high expression level (fourth quartile brown line). **j** Metaplots showing the normalized RNAPII ChIP-seq read density over genes categorized from low (first quantile, blue line) to high (tenth quantile, red line) insulation index. Normalized ChIP-seq read densities along the gene and 2-kb region flanking the TSS or the TES are shown

This trend prompted us to examine whether gene expression is affected by local interactions. We first compared insulation indexes over coding or non-coding genes overlapping or non-overlapping with RNA polymerase II ChIP-seq peaks (Fig. 3g and Additional file 1: Supplemental Figure S7) and expressed or non-expressed genes (Fig. 3h). 

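The transcript side of the comparison between expressed and non-expressed genes comes from 3 biological replicates of shoots of Chinese Spring, the wheat cultivar whose genome is the reference. The paper's methods give the age of the seedlings as 12 days, and the sample labels give both 12 and 14 days. The libraries were directional and made from poly(A) RNA. The authors quantified them with kallisto, which assigns each read to the transcripts it is compatible with and divides it in fractions where several fit. For each of 193258 transcripts, the deposited tables give an estimated count and a value in TPM, which is relative to the total of its library. The estimated counts summed to 75465873 in replicate 1, 76337649 in replicate 2 and 67470696 in replicate 3. From there, TPM was summed over the transcripts of each gene, and a gene was called expressed where the median of the 3 replicates was above 0, the rule of the paper's methods. A single estimated count was worth a median of 0.0108 TPM in replicate 1, 0.0114 in replicate 2 and 0.0114 in replicate 3, so that the cut at TPM above 0 admits genes resting on very few reads. Of the expressed genes, 12.2% had fewer than 3 estimated counts in the median replicate. Pearson's r of log2(TPM + 1) across genes, which are not independent replicates, was 0.991 between replicates 1 and 2, 0.963 between replicates 1 and 3 and 0.959 between replicates 2 and 3. The insulation index and the RNA polymerase II reads were not analysed here.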

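By the median of the 3 shoot replicates, 101320 of 165276 genes (61.3%) produced detectable transcripts and 63956 did not. Each replicate alone gave 101617, 102366 and 102647 expressed genes, or 61.8% ± 0.322 of all genes (SD, n = 3). High-confidence genes were expressed more often (67.8% ± 1.02, SD, n = 3) than low-confidence genes (51.3% ± 1.18, SD, n = 3), a gap wider than the spread between replicates. The call was the same in every replicate for most genes, with 91153 genes above 0 in all 3 replicates and 51119 at 0 in all 3. Of the others, 10167 genes were above 0 in 2 of the 3 replicates and therefore counted as expressed, and 12837 were above 0 in 1 replicate and counted as non-expressed. The alternative that moved the number most was a cut at TPM of at least 1, which left 50028 expressed genes.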

We found that genes bound to RNA polymerase II and producing detectable transcripts have on average a more negative insulation index. Consistently with the distribution of histone marks, the frequency of interaction of transcribed genes with flanking regions was inversely proportional to their expression level given in “transcripts per million” (TPM) (Fig. 3i). 

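The quartiles of expression were bounded by median TPM values of 0.157, 0.965 and 4.05, with 25330 genes in each. Across the replicates taken singly, the boundaries were 0.155 ± 0.0199, 0.914 ± 0.196 and 3.77 ± 0.875 TPM (SD, n = 3), lowest in replicate 3 for each boundary. The depth behind the quartiles rose from a median of 3 estimated counts per gene in the lowest quartile to 29.4, 189 and 895 in the following ones. In the lowest quartile 45.3% of the genes had fewer than 3 estimated counts and 64.4% were above 0 in all 3 replicates, against 100.0% above 0 in all 3 replicates in the highest quartile. When the genes of each quartile were ranked again within a single replicate, 78.2% ± 6.27 (SD, n = 3) stayed in the lowest quartile, 82.6% ± 9.53 in the second, 87.7% ± 9.01 in the third and 95.0% ± 4.10 in the highest. From the lowest to the highest quartile, low-confidence genes made up 34.5%, 39.2%, 28.9% and 18.1% of the genes.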

We then considered the read density of RNA polymerase II ChIP-seq over each of the 10 insulation quantiles described above and found that genes characterized by a less negative insulation index are enriched in RNA polymerase II ChIP-seq (Fig. 3j and Additional file 1: Supplemental Figure S7). According to these results, the frequency of interaction between genes and the surrounding regions correlates with both their histone marks and their expression level, suggesting that local architecture is influenced by epigenetic mechanisms acting in transcriptional regulation.

### Chromatin loops define local-scale functional units of wheat genome architecture

The visualization of the interaction matrix revealed the widespread presence of interaction hotspots between genomic bins containing genes, a strong indication of gene-to-gene loops (GGLs) (Fig. 2b, d, Fig. 4a). To confirm the presence of such structures, using the software HOMER (see the “Materials and methods” section), we identified 293,044 loops in shoots (see the “Materials and methods” section), of which 35.6% involved at least one gene and 13.4% between two gene-containing bins. Overall, 47,763 genes (28.8% of all genes) were associated with one or more GGLs. The presence of gene-to-gene loops (GGLs) was independently confirmed with a 3C-qPCR assay for four gene pairs spanning a distance between 200 and 400 kb (Additional file 1: Supplemental Figure S8) [51–53].

**Fig. 4:**
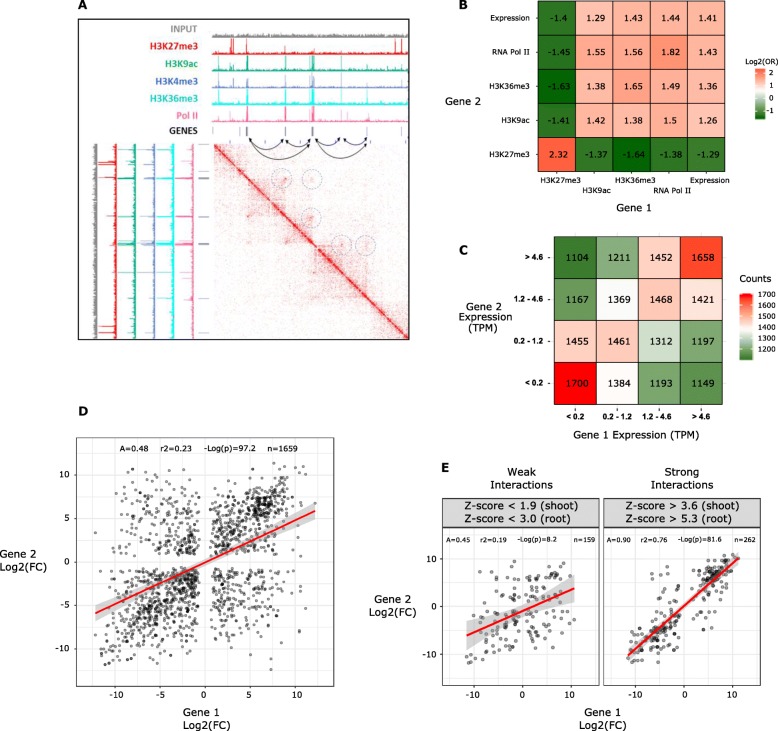
Chromatin loops define local-scale functional units of wheat genome architecture. **a** Integration of Hi-C and ChIP-seq data. A 2D heatmap with the interaction frequency in region chr3B-334500000-337000000 is presented. Black bars represent genes. Dashed circles represent the chromatin loop interactions. **b** Heatmap presenting the logarithm of odds ratios of all combinations of features of interacting genes (see the “Results” section). Positive log_2_(odds ratio) indicates enrichment and negative indicates depletion. **c** Heatmap presenting the gene expression levels of gene-to-gene loop (GGL) gene pairs. Within each gene pair, each gene was classified into a quartile of expression, and then the number of gene pairs with each combination of quartiles was counted. **d** Scatterplot of log_2_(shoot/root fold change) for pairs of interacting genes associated with a GGL conserved in shoots and roots. Loops (significant interactions) were identified from Hi-C data. **e** Scatterplots of log_2_(shoot/root fold change) for two subsets of loops: weak (first quartile of *Z*-score) and strong (last quartile of *Z*-score)

Aiming to understand the role of GGLs in the regulation of gene expression, we examined the epigenetic marks and transcriptional status of gene pairs associated with GGLs (Fig. 4a–e). To facilitate the analysis, we compiled a table integrating GGL position, size, strength, and presence or absence of functional marks such as ChIP-seq peaks of H3K9ac, H3K27me3, H3K36me3, and RNA polymerase II on the genes of interest, plus their transcriptional status (expressed or not) and expression level in TPM (Additional file 2: Table S1). 

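The part of Table S1 used here holds 1999 of its 47678 rows, with all pairs of chromosome 1A and the start of chromosome 1B. These rows describe 1631 interactions and 1580 unique gene pairs, 1200 on chromosome 1A and 380 on chromosome 1B, between 2060 genes, of which 1463 were high-confidence and 597 low-confidence. In 236 of the pairs the same genes were listed in more than 1 row, and 723 genes belonged to more than 1 pair, so pairs are not fully independent of each other. The partner genes lay a median of 118 kb apart, with 990 pairs under 200 kb and 335 over 1 Mb. By the shoot libraries, 1233 of the 2060 genes (59.9%) were expressed, and for 238 of the 2060 the replicates differed on whether any transcript was detected.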

We counted the frequencies of each feature on genes involved in GGLs and crossed the frequencies of the first and the second gene (see the “Materials and methods” section). 

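Over the 1580 unique pairs, the first gene was expressed in 957 (60.6%) and the second in 899 (56.9%). In single replicates these shares were 60.3% ± 1.22 and 57.5% ± 0.828 (SD, n = 3). From the peaks listed in Table S1, RNA polymerase II was present on 944 first genes and 940 second genes, H3K9ac on 677 and 688, H3K36me3 on 604 and 586, and H3K27me3 on 570 and 572. A mark was counted as present on a gene when any of the intervals listed for that gene carried it.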

For all combinations of features, we then generated a 2 × 2 contingency table on which we calculated the odds ratios (OR) and effect size (Cramer’s *V*), two statistics that express the strength of the association between two categorical variables [54] (Additional file 3: Table S2).

A heatmap with the values of log_2_(odds ratio) is shown in Fig. 4b. A positive value of log_2_(odds ratio) means a positive association between the two marks: when one mark is present on the first gene, the other marks tend to be present on the second gene.

This approach revealed that GGLs occur more frequently between genes with concordant transcriptional status, whether transcribed or not [log_2_(odds ratio) = 1.413, Cramer’s *V* = 0.23]. 

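Both partner genes were expressed in 622 of the 1580 unique pairs, only the first in 335, only the second in 277 and neither in 346. The second gene was thus expressed in 65.0% of the pairs whose first gene was expressed and in 44.5% of those whose first gene was not. Concordant pairs made up 61.3% of all, where independent partners with the same frequencies would give 51.5%. The log2 odds ratio was 1.21 (95% bootstrap interval over pairs 0.92 to 1.51) and Cramer's V 0.203. In 100000 permutations of the second gene within each chromosome, none gave as large a departure (two-sided permutation test, p = 1e-05, the smallest that this number of permutations can give), and Fisher's exact test gave p = 9.43e-16. With expression called in each replicate alone, the log2 odds ratio lay between 1.17 and 1.24 and Cramer's V between 0.196 and 0.207, so the spread between replicates (SD 0.035 and 0.00575, n = 3) was far smaller than the distance from 0. With each gene kept in at most 1 pair, 862 pairs remained and the log2 odds ratio was 1.29. The alternative that moved it most was the restriction to the 805 pairs of high-confidence genes, with a log2 odds ratio of 1.55. From the excess of pairs in which both genes or neither is transcribed, the paper concludes that GGLs join genes of concordant transcriptional status more often.

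**Figure D1:**
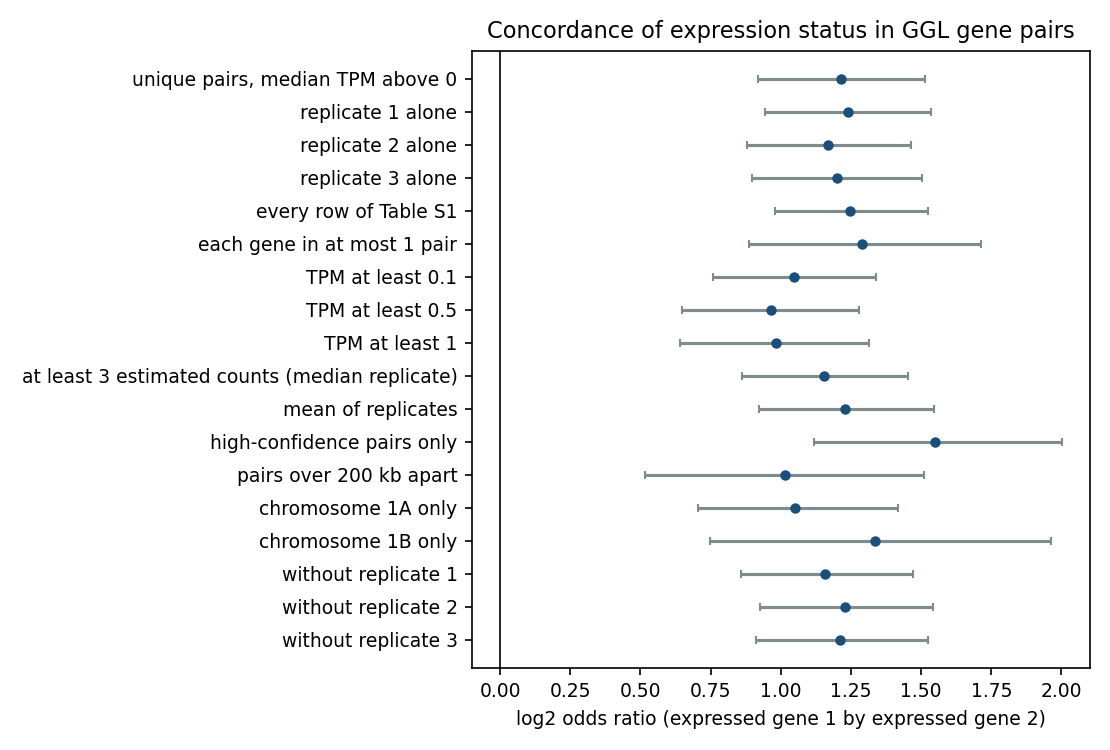
Log2 odds ratio between expression of the first and of the second gene of GGL pairs (horizontal axis) for the unique pairs with median TPM above 0, each replicate alone and each alternative (vertical axis). Points are the log2 odds ratios and bars their 95% bootstrap intervals over pairs, from 10000 draws; every interval lies above 0, the lowest point being 0.97 with TPM of at least 0.5 and the highest 1.55 for pairs of high-confidence genes.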

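Among the genes of the loop table part, 681 carried H3K36me3, H3K9ac and RNA polymerase II without H3K27me3, and 571 carried H3K27me3 without H3K36me3 or H3K9ac. Of the former, 659 were expressed by the median of the replicates, with a median of 2.79 TPM, and single replicates gave 96.8% ± 0.389 (SD, n = 3). Of the latter, 150 were expressed by the median of the replicates (26.3%), with a median of 0 TPM, and single replicates gave 27.4% ± 1.53 (SD, n = 3). The difference by the median of the replicates was 70.5 percentage points (two-sided permutation test of the class labels within chromosomes, p = 1e-05, the smallest that 100000 permutations can give). Taking pairs, 219 joined genes that both had the active combination, where shuffling the second genes within chromosomes gave a mean of 161 (central 95% of shuffles 145 to 177), and 276 joined genes that both had the repressive one, against 179 (164 to 195). Mixed pairs numbered 147, against 254 (231 to 277). These shuffles do not keep partners close together. They cannot separate an effect of loops from marks that neighbouring genes share without a loop. No neighbouring genes without a GGL were compared for the marks. Both genes were expressed in 93.2% (SD 0.791, n = 3) of the pairs with the active combination on each side. In the 276 pairs with the repressive combination on each side, neither gene was expressed in 54.0% (SD 1.16, n = 3), 1 of them in 36.6% (SD 1.63) and both in 9.42% (SD 0.959). Across partners, a mark on the first gene and expression of the second gave log2 odds ratios of 1.28 for H3K36me3, 1.16 for RNA polymerase II, a value between these for H3K9ac, and -1.14 for H3K27me3. In the other direction, from expression of the first gene to a mark on the second, the values were 1.18 for H3K36me3, 1.17 for H3K9ac, 1.56 for RNA polymerase II and -1.28 for H3K27me3. Each of these 8 had p = 1e-05 in the permutation test, the smallest possible, and 1.25e-05 after Benjamini-Hochberg adjustment over the 10 tables tested. That test does not keep partners close together either, so it leaves likeness between neighbouring genes open. On chromosome 1B alone the log2 odds ratio of H3K27me3 with expression of the second gene was -0.51 with an adjusted permutation p of 0.112.

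**Figure D2:**
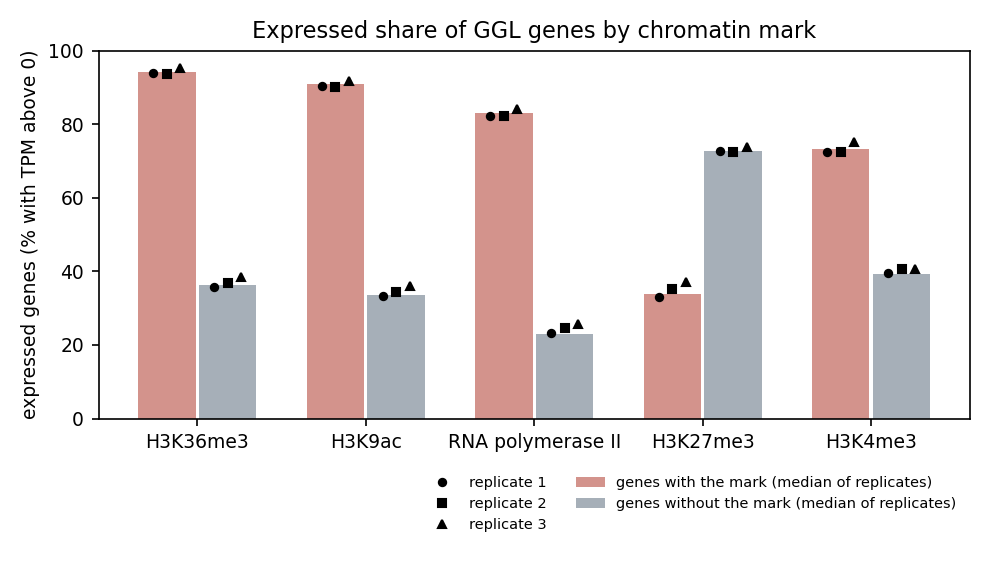
Percentage of GGL genes with TPM above 0 (vertical axis) among genes with and without each mark (horizontal axis). Bars give the call by the median of the replicates and symbols the 3 replicates; 94.1% of the genes with H3K36me3 and 34.0% of those with H3K27me3 were expressed, against 36.4% and 72.9% of the genes without them.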

The marks collectively define two main classes of GGLs: the first occurring between expressed genes with active marks (H3K36me3, H3K9ac, and RNA polymerase II) (“active loops”) and the second between non-expressed genes bearing the repressive mark H3K27me3 (“repressive loops”).

We then asked whether the presence of GGLs is predictive of co-expression between the two genes associated by the loop. To address the question, we considered a subset of GGLs involving only expressed genes (TPM > 0) and split the partner genes into two series of quartiles according to their TPM. 

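In the 622 unique pairs of the loop table part in which both genes had a median TPM above 0, the quartiles of the first gene were bounded by 0.137, 1.01 and 4.95 TPM. For the second gene, the lowest boundary was 0.130 and the highest 4.33 TPM. Each gene was ranked within its own series, first or second, as in the paper's methods.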

The count of genes falling into each combination of quartiles was used to generate a 2D heatmap that unveiled a strong preference for the establishment of GGLs between genes with similar expression levels (Fig. 4c), implying a correlation between transcriptionally active gene pairs and their 3D spatial proximity.

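The partners fell in the same quartile in 196 of the 622 pairs (31.5%), where shuffling the second genes within chromosomes gave a mean of 25.9% (two-sided permutation test, p = 0.00157). In single replicates the share was 30.6%, 30.7% and 32.1%, or 31.1% ± 0.819 (SD, n = 3). Along the diagonal from the lowest to the highest quartile there were 52, 48, 49 and 47 pairs, and the opposite corners, lowest with highest, held 36 and 32. Partners 1 quartile apart made up 35.0% of the pairs, below the shuffled mean of 38.0%, and those 3 quartiles apart made up 10.9%, against 11.7%, both inside the central 95% of shuffles. Spearman's rho between the partners' TPM was 0.0906, against a mean of 0.0367 after shuffling within chromosomes (two-sided permutation test, p = 0.163). This rho is across gene pairs, which are not independent replicates, and it did not pass the 0.05 threshold. With each gene in at most 1 pair, the share in the same quartile was 28.0% of 361 pairs (permutation p = 0.275). On chromosome 1A alone it was 27.8% of 521 pairs (permutation p = 0.143) and on chromosome 1B alone 39.6% of 101 pairs (permutation p = 0.00107). The second quartile boundary of the first genes was 0.170 TPM on chromosome 1B and 1.36 TPM on chromosome 1A. The quartiles on chromosome 1B thus rest more on low values. The pair with the highest TPM in its lower partner was TraesCS1A02G089500 (chromosome 1A, 78962470 to 78964533, minus strand, IWGSC RefSeq v1.0) with 92.8 ± 19.7 TPM and TraesCS1A02G089600 (79107177 to 79108103, plus strand) with 133 ± 35.0 TPM (SD, n = 3). The next by that rule were TraesCS1A02G289600 (486743602 to 486743796) with TraesCS1A02G289900 (486816908 to 486817108), at 40.8 ± 8.33 and 84.0 ± 45.1 TPM, and TraesCS1A02G164800 (297744935 to 297751007) with TraesCS1A02G164900 (297872019 to 297874932), at 48.2 ± 17.0 and 31.9 ± 8.65 TPM. TraesCS1A02G289600 and TraesCS1A02G289900 are short and rest on medians of 185 and 376 estimated counts, against 5605 and 3817 for TraesCS1A02G164800 and TraesCS1A02G164900. At the other extreme, TraesCS1A02G230300 (402941256 to 402946713) and TraesCS1A02G230400 (403023006 to 403026917) lay 82 kb apart, both with H3K36me3, H3K9ac and RNA polymerase II, and had 0.0175 ± 0.00927 and 15.3 ± 2.59 TPM. The lower value rests on a median of 3.05 estimated counts. In the pair with the largest ratio, TraesCS1A02G073900 (57634278 to 57635926) and TraesCS1A02G390500 (557989064 to 557990130), the log2 ratio was -10.25 ± 0.27 (SD, n = 3), with a median of 6 estimated counts behind the lower partner. In TraesCS1A02G241000 (428546384 to 428550024) and TraesCS1A02G241100 (428663706 to 428664650) it was 9.38 ± 0.84, with 2 estimated counts behind the lower partner. From its heatmap of the counts per combination of quartiles, the paper concludes that GGLs form preferentially between genes of similar expression level.

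**Figure D3:**
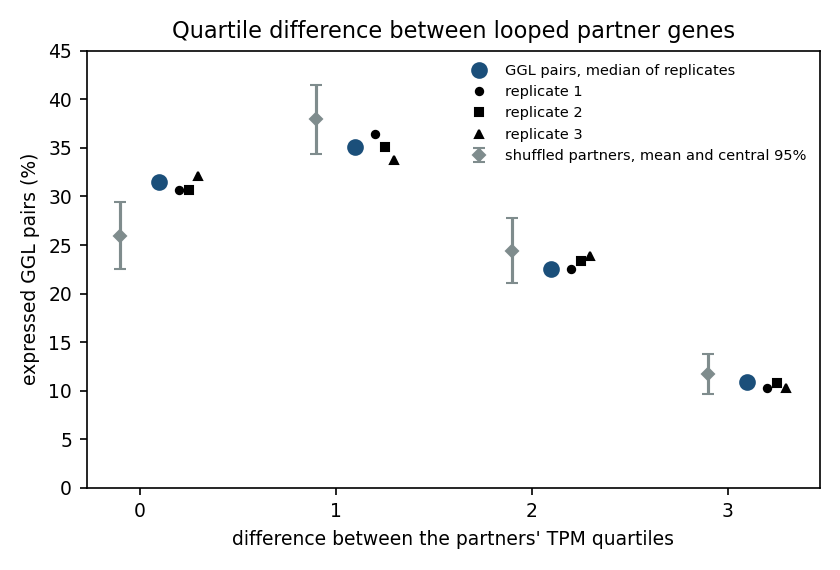
Percentage of the expressed GGL pairs (vertical axis) by the difference between the TPM quartiles of the partners (horizontal axis, 0 for the same quartile). Large points are the pairs by the median of the replicates, small symbols the 3 replicates, and diamonds with bars the mean and central 95% of 20000 shuffles of the second genes within chromosomes; at a difference of 0 the pairs stand at 31.5%, above the shuffled range of 22.5% to 29.4%.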

We subsequently wanted to probe whether gene pairs connected in GGLs show similar changes in the expression levels between shoots and roots. Using publicly available gene expression data [55], we identified 21,796 differentially expressed (DE) genes between wheat seedling shoots and roots (*p* value < 0.01) (see the “Materials and methods” section).

We performed a Hi-C experiment on roots, identified loops with HOMER, and selected those conserved in both organs and containing DE genes (1659 DE-GGLs). We then applied a linear regression to the 1659 gene pairs using the log_2_(fold change shoot/root) of the first gene as the predictor and the log_2_(fold change shoot/root) of the second gene as the response (Fig. 4d). The regression was highly significant (*F* test *p* value = 6.6e−98), and the slope coefficient was positive (0.483), showing that DE genes in physical contact tend to have similar changes in the expression levels between shoots and roots, a behavior consistent with the existence of coregulation mechanisms.

In light of the GGL size distribution (Additional file 1: Supplemental Figure S9), we tested whether the linear distance between interacting genes had an influence on their coregulation and found no differences between short- and long-range interactions (Additional file 1: Supplemental Figure S10).

In addition, we examined whether the correlation between the log_2_(fold change) of the two partner genes could be predicted by the “loop strength” of the DE-GGLs, as measured by the *Z* value assigned by HOMER based on the ratio of observed to expected reads (see the “Materials and methods” section). Similar to the analysis performed for the expression level in TPM (see above), we split the DE-GGLs into two series of quartiles according to the strength in shoots and roots and repeated the analysis for each group (defined by a combination of quartiles) (Fig. 4e and Additional file 1: Supplemental Figure S11). The *p* value and slope of the regression observed for DE-GGLs were strongly driven by the strongest group in shoots and roots (Fig. 4e). The slope of the regression calculated using only this subset is 0.90, an almost perfect correlation (slope equal to 1). Overall, we observed that GGLs occurred predominantly between genes that share similar epigenetic marks and expression levels. Based on the co-occurrence of these features, we could distinguish two major types of GGLs: active loops and repressive loops. Furthermore, when differentially expressed, the two genes involved in a GGL tend to be coregulated. While invariant to the linear distance between partner genes, the coregulation appears to be more stringent for stronger GGLs. These findings represent strong evidence that the local-scale chromatin architecture plays a role in transcriptional coregulation.

### RNA polymerase Il-associated loops organize active chromatin into transcription factories

The results of both Hi-C and RNA polymerase II ChIP-seq (Fig. 4a–e and Fig. 3g, j) raise the hypothesis that the wheat chromatin is organized around transcription factories. We performed immunostaining experiments using an anti-RNA polymerase II antibody and observed RNA polymerase II foci as expected (Fig. 5a). We sought to further validate the presence of transcription factories using the recently developed Hi-ChIP protocol, a method for sensitive and efficient analysis of protein-centric chromosome conformation, with an anti-RNA polymerase II antibody [56]. The density of short reads aligned on the same fragment, commonly referred to as “dangling ends,” showed the same strong enrichment over gene bodies as our RNA polymerase II ChIP-seq datasets (Additional file 1: Supplemental Figure S12). The Hi-ChIP datasets confirmed the presence of genomic territories revealed by the Hi-C experiments (Additional file 1: Supplemental Figure S13).

**Fig. 5:**
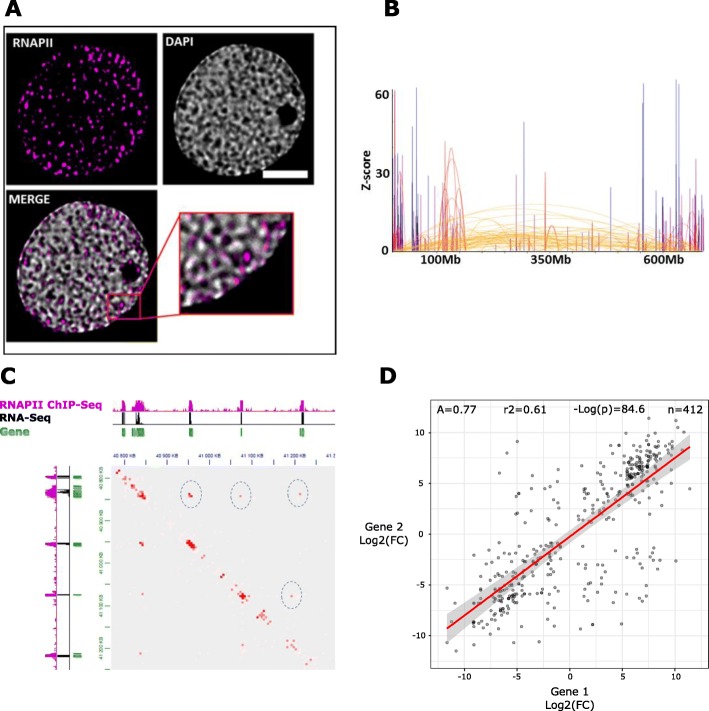
Wheat chromatin is organized around transcription factories. **a** Immunofluorescence detection of RNAPII (purple) in the isolated nucleus. **b** Plot of the chromosome 3B RNAPII Hi-ChIP data. The color is associated with a distance range. **c** Integration of RNAPII Hi-ChIP, RNAPII ChIP-seq, and RNA-seq data. A 2D heatmap with the interaction frequency in region chr4D-40800000-41300000 is presented. Green bars represent genes. **d** Scatterplot of log_2_(shoot/root fold change) for pairs of interacting genes associated through intrachromosomal RNAPII-associated loops (RALs). Loops (significant interactions) were identified by an RNAPII Hi-ChIP experiment (see the “Results” section). Only the interchromosomal loops conserved between shoots and roots were used in the analysis

To take full advantage of the higher resolution provided by Hi-ChIP, we used HOMER to identify intrachromosomal RNA polymerase II-associated loops (RALs) (Fig. 5b–d and Fig. 6a–c). We found 27,886 and 15,887 intrachromosomal RALs in shoots and roots, respectively.

**Fig. 6:**
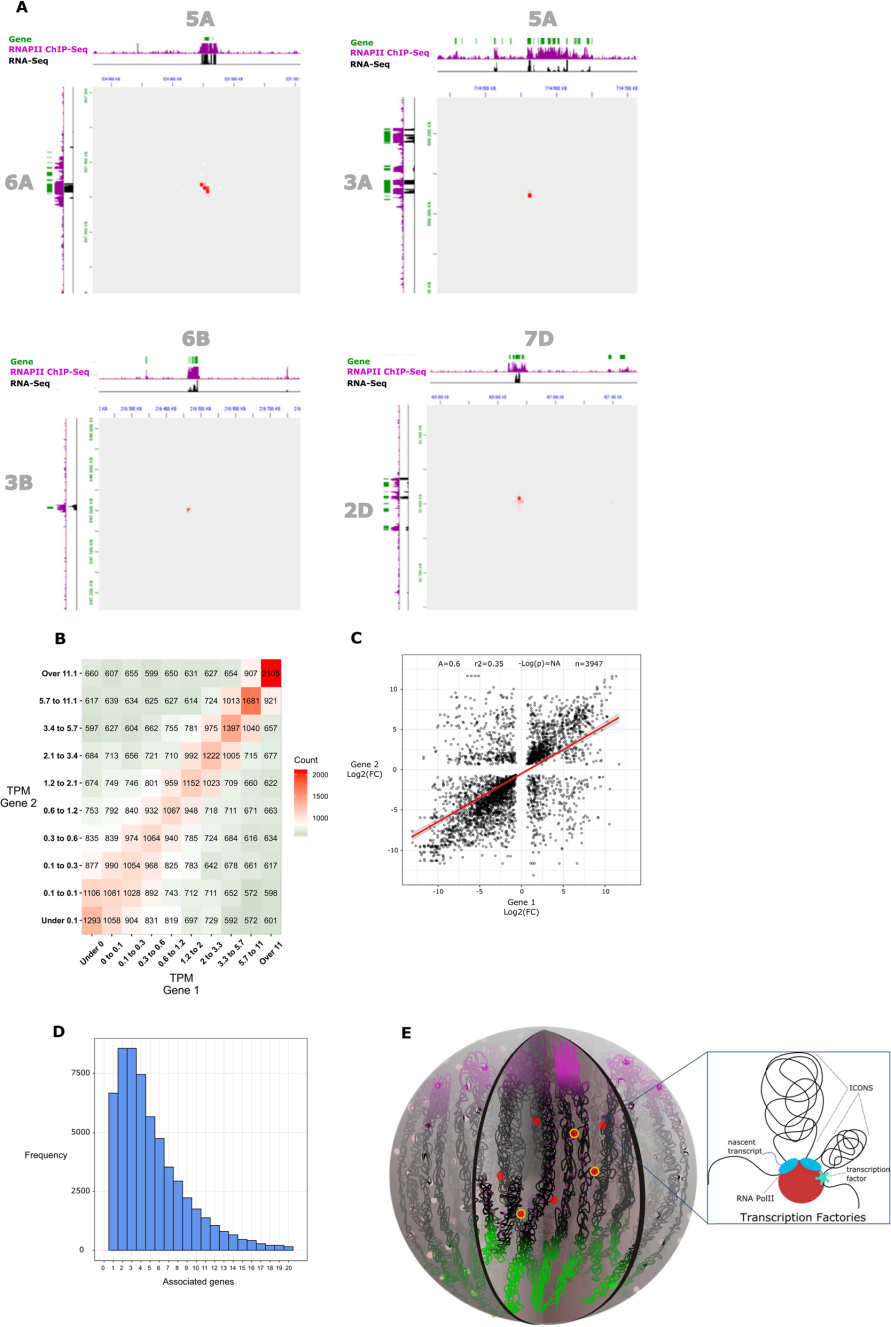
Gene interchromosomal interaction through transcription factories is associated with coregulation. **a** Integration of RNAPII Hi-ChIP, RNAPII ChIP-seq, and RNA-seq data. Examples of 2D heatmap with the frequency of interchromosomal interactions are presented. Green bars represent genes. **b** Heatmap presenting the gene expression level of gene pairs involved in RNAPII-associated interactions. Within each gene pair, each gene was classified into a decile of expression, and then the number of gene pairs with each combination of deciles was counted. **c** Scatterplot of log_2_(shoot/root fold change) for pairs of interacting genes associated through interchromosomal RNAPII-associated contacts. Interactions were identified by an RNAPII Hi-ChIP experiment (see the “Results” section). Only interchromosomal contacts conserved in shoots and roots were used in the analysis. **d** Histogram showing the distribution of genes interacting through RNAPII-associated contacts by numbers of partner genes. **e** Model of a transcription factory. Each factory could contain several RNA polymerase II molecules. These transcription factories could include many factors involved in transcription, such as coactivators, chromatin remodelers, transcription factors, histone modification enzymes, RNPs, RNA helicases, and splicing and processing factors. Multiple genes can be processed by the same factory (two are shown)

We explored the relationship between RALs and differential gene expression with a regression analysis like that carried out for DE-GGLs (see above), obtaining better fitting (*R*^2^ = 0.61 versus 0.23) more positive 488 slope (0.77 versus 0.48) (Fig. 5d).

These indicate that the coregulation between genes involved in RNA polymerase II-associated loops is stronger than between genes associated to loops independent from RNA polymerase II, pointing to a role of chromatin loops in the localized action of RNA polymerase II.

To determine whether RNAPII-associated interaction coregulation extends to genes located on different chromosomes, we identified 51,112 and 72,762 interchromosomal interactions in shoots and roots, respectively (Fig. 6). We then tested whether interchromosomal RNAPII-associated interaction, like GGLs, is predictive of co-expression by partitioning them in quantiles according to the expression level of the gene pairs involved (see above). The gene counts in each combination of quantiles (Fig. 6b) confirmed that genes establishing interchromosomal interactions associated to RNAPII tend to have very similar expression levels. We subsequently asked whether differentially expressed genes interacting through these interchromosomal contacts displayed the same behavior in both shoots and roots. We identified 3947 differentially expressed genes associated with conserved interactions in shoots and roots and repeated the linear regression analysis (Fig. 6c). The outcome confirmed a positive correlation between log_2_(fold change) of the gene pairs (regression slope of 0.60), consistent with that observed for RNAPII-associated loops.

We checked the effect of the RNAPII-associated interaction strength on the coregulation of interacting gene pairs by splitting them into two series of quartiles based on their strength in shoots and roots (see above) and found that the interaction strength does not have a major effect (Additional file 1: Supplemental Figure S14).

Finally, we counted the number of partners of each gene involved in RNAPII-associated contacts, finding that 50% have 4 or more partners and 11% have 10 or more partners (Fig. 6d).

Taken together, (i) the presence of both intra- and interchromosomal RNAPII-associated contacts, (ii) the tendency of these contacts to involve multiple genes, and (iii) the effects of interaction on gene expression and coregulation led us to propose a model for *T. aestivum* in which RNA polymerase II organizes chromatin topology at a local scale, creating transcription factories (Fig. 6e).

## Discussion

The study of the chromatin architecture of metazoan genomes has uncovered a complex organization combining multiple structural elements, such as chromosome territories, compartments, TADs, and loops [35, 44, 57, 58]. Analyses of several plant species, including Arabidopsis, rice, barley, maize, tomato, sorghum, foxtail millet, and cotton, have offered a different scenario that is still poorly understood [14, 15, 59, 60] (see introduction). In this context, the generation and integration of Hi-C, ChIP-seq, Hi-ChIP, and RNA-seq data presented in this study offer a robust insight into the genome topology of hexaploid wheat, an important crop whose exploration has traditionally relied on a cytological approach [61]*.*

The first analysis of the 3D genome organization of a polyploid plant was conducted in cotton and focused mainly on the evolutionary consequences of polyploidization at a local scale [60]. In this study, we show with two genome-wide complementary techniques, such as GISH and Hi-C, that the chromatin of hexaploid wheat is not uniformly distributed across the nucleus but rather occupies the subgenome-specific nuclear compartments. This finding is consistent with previous cytological observations indicating that chromosomes of the same subgenome tend to be physically closer than chromosomes of different subgenomes, regardless of whether they are homeologs [61]. Consequently, we propose that genome territories are the primary level of chromatin spatial organization in this species.

The retention of multiple homeologs following polyploidy promotes the subfunctionalization of genes, increasing the capacity to adapt to different environments. The resulting phenotypic variability from which favorable traits can be selected could have facilitated the domestication of modern wheat.

Despite a considerable degree of synteny among subgenomes due to the phylogenetic relatedness of the three progenitors [30], wheat chromosomes form meiotic pairs only with the respective homolog and never with their homeologs [62]. This mechanism prevents the independent segregation of chromosomes from different genomes and results in disomic inheritance. While the *Ph1* locus has been identified as the major regulator of disomic inheritance and molecularly as a duplicated *ZIP4* gene [63], little is known about the underlying mechanisms which facilitate only homolog pairing rather than homeolog pairing during the telomere bouquet stage at the start of meiosis. The establishment of genome territories may be a mechanism that favors the pairing of homologs versus homeologs by creating territorial “boundaries” between the different subgenomes.

Another important finding is the differential frequency of interaction between specific subgenomes: A and B interact more frequently than do A and D or B and D (Fig. 1b, Additional file 1: Supplemental Figure S1). It is tempting to speculate that this imbalance could be related to the evolutionary history of modern wheat: the hybridization event at the origin of the tetraploid *T. turgidum*, containing the A and B subgenomes, occurred several hundred thousand years before the hybridization between *T. turgidum* and *A. tauschii* (carrying the D genome). As a consequence, the A and B subgenomes have co-existed under the severe spatial constraint dictated by the limited nuclear space, especially considering the large genome size of *T. turgidum* (12 Gbp) [64]), for a longer time than either A or B have co-existed with the recently added D subgenome. Our observation opens the possibility that the A and B subgenomes have established a certain degree of physical interaction before subgenome D was introduced, implying that the chromatin architecture was conserved during the process of allopolyploidization. Accordingly, we propose that the genome territories in hexaploid wheat were inherited from its ancestors and maintained after each hybridization event; however, it cannot be excluded that gradual adjustments occurred during the course of the following evolution.

In hexaploid wheat and several other species, such as barley, rye, oat, *Drosophila melanogaster*, and *Saccharomyces cerevisiae*, chromosomes are arranged in a Rabl configuration, where telomeres and centromeres are localized at opposite sides of the nucleus [65–68]. Consistently, Hi-C interaction maps generated in this study show that chromosomes are V-folded and oriented in the same direction, as apparent from the antidiagonal pattern in the interchromosomal maps (Fig. 1b, f). In addition, we observed a clear polarization of constitutive heterochromatin (marked by H3K27me1 and H3K9me2) and facultative heterochromatin (marked by H3K27me3) within the nucleus, a combined effect of the Rabl configuration and the previously reported subtelomeric enrichment in facultative heterochromatin [34]. On a global scale, the polarization of constitutive and facultative heterochromatin could respond to the necessity to subcompartmentalize genomic regions with different levels of transcriptional activity and epigenetic marks to localize the enzymatic activities of the transcriptional machinery and epigenetic regulators in a delimited nuclear volume.

In the context of a tightly packed structure imposed by the reduced volume of the nucleus, the architecture of chromatin provides a physical framework for the dynamic and coordinated expression of genes in response to internal and external cues. In metazoans, chromatin is organized in TADs, regions characterized by preferential contacts between the loci inside the same TAD and lack of interaction with the loci in neighboring TADs. These structures are known to facilitate the establishment of enhancer-promoter contacts and to mediate the regulation of gene expression [69, 70]. Here, we found a widespread presence of TAD-like domains in wheat, similar to what has been previously reported in maize, tomato, sorghum, and foxtail [14, 15, 59, 60]. However, the wheat TAD-like formations displayed plant-specific features, such as (i) depletion of genes within the domains; (ii) enrichment in genes, especially active ones, and DNA methylation at their borders; and (iii) propensity to form loops between genes located at the border. To emphasize these peculiar properties, we hence named these domains ICONS, for intergenic condensed spacer.

We hypothesize that ICONS promote the formation of gene-to-gene loops by condensing the intergenic regions, thus bringing into close proximity the genes located at the ICONS borders. This mechanism could also increase the accessibility of genes to the replication machinery and other enzymatic activities, including epigenetic regulators, and bury within ICONS the sequences that should not be accessible, such as repressed genes. Indeed, we detected the presence of genes carrying H3K27me3 within ICONS but a strong depletion of active genes bearing H3K9ac and H3K36me3 (Fig. 3a). In a large genome such as that of hexaploid wheat, reducing the physical distance between genes could be critical for improving the efficiency of nuclear metabolism [5]. Furthermore, we observed that genes forming loops tend to (i) share the same epigenetic marks; (ii) share epigenetic marks with the same physiological significance, i.e., either active or repressive (Fig. 5b); (iii) be expressed at similar levels (Fig. 5c); and (iv) behave concordantly when differentially expressed in two organs (Fig. 5d). This evidence strongly suggests that loops bring into physical proximity genes that have to be targeted by the same epigenetic modifiers and, in the case of active marks, by the transcription machinery. The presence of interchromosomal loops between coregulated genes, as uncovered in this study, indicates that the same mechanism also could be functioning *in trans* at very long distances [36].

In addition, single genes appear to take part in multiple loops (Fig. 6b), producing clusters of loops containing several coregulated genes and possibly enhancers. Such “transcription factories” have been observed previously as subnuclear foci of active RNAPII and regulatory factors, in which several Pol II molecules operate simultaneously [71–73]. We independently confirmed the existence of transcription factories in wheat. One possible advantage of this three-dimensional spatial network is that it facilitates the deployment of transcriptional regulatory factors over a restricted number of “focal points,” resulting in a better coordination of gene expression inside the nucleus. This could represent an evolutionarily selected trait that counteracts the disadvantage of large genome size.

## Conclusion

In summary, our findings allow us to propose a model in which chromatin architecture in hexaploid wheat is hierarchically organized around four main topological features: (i) genome territories, (ii) constitutive and facultative heterochromatin polarization, (iii) transcription factories, and (iv) ICONS. This sophisticated organization is required to balance the size and complexity of the hexaploid wheat genome. In a more general perspective, this study highlights that three-dimensional conformation at multiple scales is a key factor governing gene transcription.

## Materials and methods

### Plant material

The wheat cultivar Chinese Spring and the rapeseed cultivar Westar were used for this study. Seeds were surface sterilized with bayrochlore and ethanol, sown on MS agar plates, placed at 4 °C in the dark for 2 days, and then grown in a growth chamber for 14 days (long-day conditions, 18 °C).

### Genomic in situ hybridization of root meristematic cells

The preparation of *T. aestivum* root metaphase cells and subsequent genomic in situ hybridization (GISH) was carried out as described previously [63, 74]*.* The preparation of root interphase cells was performed as for metaphase cells but omitting the nitrous oxide treatment. *Triticum urartu* and *Aegilops tauschii* were used as probes to label wheat A and wheat D genomes, respectively. Telomere repeat sequence (TRS) probe was amplified by PCR as described previously [75] and labeled with tetramethyl-rhodamine-5-dUTP (Sigma, St. Louis, MO, USA) by nick translation as described previously [76]. *T. urartu* and *Ae. tauschii* genomic DNA were labeled with biotin-16-dUTP and digoxigenin-11-dUTP, using the Biotin-Nick Translation Mix and the DIG-Nick Translation Mix, respectively (Sigma) according to the manufacturer’s instructions. Biotin-labeled probes were detected with Streptavidin-Cy5 (Thermo Fisher Scientific, Waltham, MA, USA). Digoxigenin-labeled probes were detected with anti-digoxigenin-fluorescein Fab fragments (Sigma).

Images were acquired using a Leica DM5500B microscope equipped with a Hamamatsu ORCA-FLASH4.0 camera and controlled by Leica LAS X software v2.0. Images were processed using Fiji (an implementation of ImageJ, a public domain program by W. Rasband available from http://rsb.info.nih.gov/ii/) and Adobe Photoshop CS4 (Adobe Systems Incorporated, USA) version 11.0 x 64.

### Immunofluorescence

Seedlings were fixed in PFA 4% in PHEM (PIPES 60 mM, HEPES 25 mM, EGTA 10 mM, MgCl_2_ 2 mM pH 6.9) under a vacuum for 20 min. Seedlings were washed for 5 min in PHEM and 5 min in PBS pH 6.9 and chopped on a petri dish in PBS supplemented with 0.1% triton (w/v). The mixture was filtered (50  µm) and centrifugated 10 min at 2000*g*. The supernatant was carefully removed, and the pellet was washed once with PBS, gently resuspended in 20 µl PBS, and a drop was placed on a poly-lysine slide and air-dried. Slides were rehydrated with PBS and permeabilized 2 times by incubating for 10 min in PBST (PBS, 0.1% Tween20 v/v). The slides were placed in a moist chamber and incubated overnight at 4 °C with primary antibody anti-H3K9me2 (Millipore 07-441), anti-H3K27me3 (Millipore, ref. 07-449), anti-H3K27me1 (Abcam ab195492), anti-H3K36me3 (Abcam, ab9050), or anti-polymerase II (Active Motif, 39097) in PBST supplemented with BSA (3% w/v). The slides were washed 5× for 10 min in PBST (at RT) and incubated 1 h at RT in the dark with the secondary antibodies Alexa Fluor 594 goat anti-rabbit (A11037 Invitrogen), Alexa Fluor 488 goat anti-mouse (A11001 Invitrogen), Alexa Fluor 488 goat anti-rabbit (A11034 Invitrogen), or Alexa Fluor 594 goat anti-mouse (A11032 Invitrogen), diluted (1/400 v/v) in PBST, 3% BSA. The slides were washed 5× for 10 min in PBST and mounted with a drop of Vectashield with DAPI and were directly imaged on an upright microscope (Zeiss Microsystems).

### In situ Hi-C assay

Fourteen-day-old shoots or roots were used for in situ Hi-C. The experiment was carried out according to the protocol published by Liu et al. [74] using DpnII enzyme (New England Biolabs) with minor modifications concerning library preparation for which we used NEBNext UltraII DNA library preparation kit (New England Biolabs). For library amplification, nine PCR cycles were performed and Hi-C libraries were purified with SPRI magnetic beads (Beckman Coulter) and eluted in 20 µl of nuclease-free water. The quality of the libraries was assessed with Agilent 2100 Bioanalyzer (Agilent), and the libraries were subjected to 2 × 100 bp paired-end high-throughput sequencing by HiSeq 4000 (Illumina).

### Assay for transposase-accessible chromatin with high-throughput sequencing

One hundred micrograms of 14-day-old seedlings was ground, and the nuclei were isolated with 4 °C using nuclei isolation buffer (0.25 M sucrose, 10 mM Tris-HCl, 10 mM MgCL2, 1% Triton, 5 mM beta-mercaptoethanol) containing proteinase inhibitor cocktail (Roche) and filtered at 63 µm. The nuclei were resuspended in 1× TD buffer (Illumina FC-121-1030) and 2.5 µl of Tn5 transposase (Illumina FC-121-1030) were added. Transposition reaction was performed at 37 °C for 30 min, and DNA was purified using a Qiagen MinElute Kit. DNA libraries were amplified for a total of 8 cycles as described by Buenrostro et al. [49] and Jegu et al. [50].

### RNA-seq assay

Total RNA were extracted from 180 mg of shoots of 12-day-old seedlings with the NucleoSpin RNA kit (Macherey-Nagel), according to the manufacturer’s instructions. RNA-seq libraries were prepared using 2 µg of total RNA with the NEBNext® Poly(A) mRNA Magnetic Isolation Module and NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina (New England Biolabs), according to manufacturer’s recommendations. The quality of the libraries was assessed with Agilent 2100 Bioanalyzer (Agilent).

### RNAPII ChIP assay

RNAPII ChIP assay was performed with anti-RNA polymerase II CTD repeat YSPTSPS antibody (Abcam ab26721) using the same protocol as in IWGSC, 2018 [34].

### Hi-ChIP assay

For Hi-ChIP experiments, the nuclei were isolated from the shoots and roots using the same procedure as in the in situ Hi-C experiments, and the Hi-ChIP protocol from Mumbach et al. 2016 was then applied using the DpnII restriction enzyme (New England Biolabs) and the anti-polymerase II antibody (Active Motif, 39097). The quality of the libraries was assessed with Agilent 2100 Bioanalyzer (Agilent), and the libraries were subjected to 2 × 75 bp paired-end high-throughput sequencing by NextSeq 500 (Illumina).

### Chromosome conformation capture

One gram of 14-day-old shoots was cross-linked in 1% (v/v) formaldehyde at room temperature for 20 min. Cross-linked plant material was ground, and the nuclei were isolated and treated with SDS 0.5% at 62 °C for 5 min. SDS was sequestered with 2% Triton X-100. Digestions were performed overnight at 37 °C using 150 U of DpnII enzyme (New England Biolabs). Restriction enzymes were inactivated by the addition of 1.6% SDS and incubation at 62 °C for 20 min. SDS was sequestered with 1% Triton X-100. DNA was ligated by incubation at 22 °C for 5 h using 4000 U of T4 DNA ligase (Fermentas). Reverse crosslinking was performed by overnight treatment at 65 °C. DNA was recovered after Proteinase K treatment by phenol/chloroform extraction and ethanol precipitation. Relative interaction frequencies were calculated by quantitative real-time PCR using 15 ng of DNA. A region uncut by DpnII was used to normalize the amount of DNA.

**Table:** 

Primer list for 3Cassays	
Primer name	Sequence
TraesCS1B02G226200	AAATTGGCTGCCGATTGGTTCG
TraesCS1B02G226300	CTGGGCTAAAAGCCTCACACGTT
TraesCS4D02G254100	TGGCGATAATGCAACATTGCAGAA
TraesCS4D02G254200	ATTTACCTGCAAGGAGAGTTCCCC
TraesCS7A02G231500	AAACAAGCTCTTGAGGTGACATCG
TraesCS7A02G231600	CCCAGTTGGTTATTCGGCAGT
TraesCS1D02G176100	GACTAGCACCCCCAAGCATTCC
TraesCS1D02G176200	AGCTTGGATGCCTGCTTACGG

### Gene annotation

All the analyses involving genes were carried out using a custom annotation derived from iwgsc_refseqv1.1 (available at https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Annotations/v1.1/iwgsc_refseqv1.1_genes_2017July06.zip. Briefly, we combined high-confidence genes (file IWGSC_v1.1_HC_20170706.gff3) and a subset of low-confidence genes (file IWGSC_v1.1_LC_20170706.gff3) including only genes overlapping with ChIp-seq peaks of at least one histone mark (H3K9ac, H3K36me3, H3K27me3) (see below). Genes annotated on “unanchored scaffolds” (ChrUn) were removed. The final annotation (file IWGSC_v1.1.noChrUn.gene. 

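The kallisto tables of the 3 shoot libraries list 193258 transcripts, of which 62513 belong to low-confidence genes. Stripped of their transcript number, the identifiers give 165276 genes, 105200 high-confidence and 60076 low-confidence, with 55254 genes on subgenome A, 57953 on B and 52069 on D and 0 on unanchored scaffolds.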

HC+LC_over_peaks.gff3) contained 165,277 genes of which 105,088 were high-confidence and 60,189 were low-confidence.

### Identification of ncRNAs

Transcript classes were predicted by assessing the coding potential of each gene with Coding Potential Calculator (CPC) [77] and its improved version CPC2 [78], both with default parameters and by comparison with the RFAM database 13.0 [79] using cmscan of the suite infernal v1.1.1 [80]. In case of a hit corresponding to structural RNA (tRNA, rRNA, snRNA, or snoRNA), the transcript was classified as “structural”; then, if CPC and CPC2 both predicted the transcript as non-coding, we classified it as “non-coding,” otherwise as “coding.”

### Analysis of Hi-C data

Raw FASTQ files were preprocessed with Trimmomatic v0.36 [81] to remove Illumina sequencing adapters. 5′ and 3′ ends with a quality score below 5 (Phred+33) were trimmed, and reads shorter than 20 bp after trimming were discarded. The command line used is “trimmomatic-0.36 PE -phred33 -validatePairs ILLUMINACLIP:TruSeq3- SE.fa:2:30:10 LEADING:5 TRAILING:5 MINLEN:20”. Trimmed FASTQ files were processed with the pipeline HiC-Pro v2.9.0 [82] with minor modifications. Briefly, reads were aligned to iwgsc_refseq1.0 reference genome assembly (available at https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Assemblies/v1.0/iwgsc_refseqv1.0_all_chromosomes.zip. using bowtie2 v2.3.3 [83] with default settings, except for the parameter “--score-min L, -0.6, -0.8”. Forward and reverse mapped reads were paired and assigned to DpnII restriction fragments. Invalid ligation products (such as dangling ends, fragments ligated on themselves, and ligations of juxtaposed fragments) were discarded.

A summary of Hi-C mapping statistics is provided in Additional file 4, Table S3. Valid pairs were used to produce raw interaction matrixes at various resolutions. Normalized matrixes were produced by iterative correction using the “ice” utility provided as part of HiC-Pro [84]. Pre-computed .hic files were generated with the software Juicer Tools and visualized with the tool Juicebox v1.9.8 [85]. Interaction frequency boxplots (Fig. 1c) where created using the packages HiTC v1.26.0 [86] and ggplot2 v3.1.0 [87] in R v3.4.3 statistical environment [88]. Single-chromosome Hi-C interaction heatmaps and H3K27me3 read density tracks (Fig. 1f and Additional file 1: Supplemental Figure S4) were produced with HiCPlotter v0.8.1 at 1-Mb resolution [89].

### Insulation index and ICONS

We identified ICONs with the software TADtool v0.77 [90] using the “insulation index” method [48]. The “insulation index” of a genomic region is defined as the normalized average frequency of interaction with the neighboring sequences within a pre-defined distance. Regions with an insulation index above a pre-established threshold are identified as folding domains.

In this study, we used ice-normalized matrixes at 25 kb of resolution with a scoring window of 100 kb and a calling threshold of 0.4. The histogram of ICONS distribution by size (Additional file 1: Supplemental Figure S5) was plotted with the package ggplot2 v3.1.0 [87] and R. For Fig. 3d-f, j, the genome was partitioned in 10 deciles of 25-kb bins according to their insulation index using the function *mutate* of the package dplyr v0.7.8 in R. Groups of genes lying in each genomic partition of insulation index (see above) were identified using the bedtools v2.27.1 [91] *intersect* with the command “for i in {1..10}; do bedtools intersect -sorted -wb -F 0.5 -a DECILE.$i.bed -b IWGSC_v1. 1.noChrUn.gene. HC+LC_over_peaks.gff3 > IWGSC_v1.1 .DECILE.$i.gff3; done”.

### Analyses of ChIP data

We used the histone marks ChIP-seq datasets from IWGSC, 2018 (NCBI SRA accession SRP126222). Histone marks and RNAPII ChIP were pre-processed with Trimmomatic v0.36 [81] to remove Illumina sequencing adapters. 5′ and 3′ ends with a quality score below 5 (Phred+33) were trimmed, and reads shorter than 20 bp after trimming were discarded. The command used is “trimmomatic-0.36.jar PE -phred33 - validatePairs ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 LEADING:5 TRAILING:5 MINLEN:20”. Trimmed paired ends reads were aligned against the reference genome iwgsc_refseq1.0 using bowtie2 v2.3.3 with the setting “--very-sensitive”. Alignments with MAPQ < 10 and duplicated reads were discarded with sambamba v0.6.8.

Normalized short-read density was calculated using the utility bamCoverage from the bioinformatics suite deeptools2 3.1.0 [92] with the command line “bamCoverage -p 4 -bs 100 --extendReads -of bigwig --normalizeTo1x 14547261565 -b INPUT.bam -o OUTPUT.bigwig”. Peaks of Chip-seq read density were identified using the software MACS2 [93] with the command “macs2 callpeak -f BAM --nomodel --to-large -p 0.01 -broad -g 17e9 --bw 300” for histone marks and “macs2 callpeak -f BAMPE --nomodel –q 0.001 --broad-cutoff 0.01 -g 17e9 --bw 300” for RNAPII. Histone mark peaks with a fold change lower than 3 were discarded.

### Analyses of ATAC-seq data

ATAC-seq paired ends reads were aligned against the reference genome iwgsc_refseq1.0 using bowtie2 v2.3.3 with the setting “--very-sensitive” [83]. Alignments with MAPQ < 10 were filtered with sambamba v0.6.8. Short-read density was calculated using bamCoverage (see above) with the command “bamCoverage -bs 10 -- centerReads -b INPUT.BAM -of bigwig -o OUTPUT.bigwig”. Peaks of the read density were identified with the command “macs2 callpeak -f BAMPE --nomodel -q 0.001 --broad- cutoff 0.01 -g 17e9 --bw 300”.

### Analyses of RNA-seq data

Transcript abundance in shoots was quantified directly from the fastq files with kallisto [94] and converted to gene-level counts (TPM) with the R package tximport [95]. Genes were classified as expressed or non-expressed and split in quantiles of expression with R using the median value of the three biological replicates.

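For the 2060 genes of the loop table part, the median of the 3 replicates computed from the deposited tables equalled the TPM printed in Table S1 in 2060 cases, 1233 of them above 0. The mean of the replicates equalled it for 693 genes, 0 of which were above 0.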

### Differential expression analysis

RNA-seq data relative to seedling shoot and root were obtained from the dataset published by Oono et al. [55]. Paired short reads were preprocessed like ChIP-seq data (see above) to remove Illumina sequencing adapters. Trimmed paired-end reads were aligned against the reference genome iwgsc_refseq1.0 using STAR_2.5.4b [96] with the command “STAR --genomeDir /STAR_iwgsc1.0 --sjdbGTFfile /IWGSC_v1.1_HC+LC_20170706.gtf --sjdbOverhang 100 --outSAMstrandField intronMotif --quantMode GeneCounts --outSAMtype BAM SortedByCoordinate -- outFilterIntronMotifs RemoveNoncanonical”. Genes differentially expressed (*p* value < 0.01) were identified from raw read counts with DESeq2 v1.22.1 in R.

### Generation of meta-plots

Meta-gene profiles of insulation index and the meta-ICONs profiles of epigenetic and genomic features (histone marks, RNAPII, ATAC-seq, DNA methylation, TE coverage) were generated with deepTools2 v3.1.0 [92] *computeMatrix* and plotted with *plotProfile.* Shuffled ICONS and genes were generated with bedtools *shuffle.*

Genes overlapping or non-overlapping with ChIP peaks of each histone mark and RNAPII (Fig. 3a–c, g; Additional file 1: Supplemental Figure S1 I and S7 B-C and F-G) were identified using the tool *intersect* of the bioinformatics suite bedtools v2.27.1 with the command: “bedtools intersect -sorted -wa -a IWGSC_v1.1.noChrUn.gene. HC+LC_over_peaks.gff3 -b PEAK_FILE | sort -k4,4 -u > OVERLAPPING_GENES.GFF3” and “bedtools intersect - sorted -v -wa -a IWGSC_v1.1.noChrUn.gene. HC+LC_over_peaks.gff3 -b PEAK_FILE | sort -k4,4 -u > NONOVERLAPPING_GENES.GFF3”. For ATAC-seq, only genes containing a peak within 500-bp upstream of TSS were classified as overlapping.

DNA methylation data were obtained from Ramirez-Gonzalez et al. [36] and are available in the NCBI SRA repository under accession code SRP133674. Genomic coverage of transposable elements was calculated using the annotation available at https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Annotations/v1.0/iwgsc_refseqv1.0_TransposableElements_2017Mar13.gff3.zip.

### Identification and analysis of genomic interactions

Gene-to-gene loops (GGLs), RNAPII-associated loops (RALs), and interchromosomal interactions were identified using HOMER v4.10 [93] at a resolution of 20 kb, 25 kb, and 50 kb, respectively, with *p* value < 0.05, *Z*-score > 1.5, and FDR < 0.1.

For GGLs, the first and second genomic bins of shoot interactions were separately annotated with genes and then with ChIP peaks and TPMs using bedtools intersect. Bins not overlapping with genes were discarded, and the first and second bins were rejoined interaction-wise with the function *merge* in R. We then transformed the annotated gene pairs into a database reporting, for each gene, the presence (“1”) or absence (“0”) of histone marks or RNAPII, a value of TPM; the expression status (“expressed” or “non-expressed”); plus the distance between the two genes and the *Z*-score calculated by HOMER.

Starting from the database, we counted the number of genes with and without each feature and reported the aggregated scores in a series of 2 × 2 contingency tables with the counts for the first gene in rows and for the second gene in columns. We explored all possible feature combinations and applied a X^^^2 test to each 2 × 2 table. Since in a large population such as the one examined here, a statistically significant *p* value can arise from small differences between observed and expected values [97], we reported the log_2_ of odds ratios to interpret the outcome of the test for each combination of marks (Additional file 3: Table S2) and calculated Cramer’s *V*, a measure of the “effect size.” GGLs between expressed genes (TPM > 0) were split in two series of quartiles according to the TPMs of the two genes, and the counts in each combination of quartiles are indicated in the heatmap in Fig. 4c. The same procedure was followed to produce Fig. 6b by splitting interchromosomal RNAPII-associated interactions in ten quantiles of TPM.

Finally, we selected GGLs, RALs (intrachromosomal), and interchromosomal RNAPII-associated interactions conserved in both shoots and roots. Using bedtools intersect, we annotated with differentially expressed genes the first and the second genomic bins of each interaction. Bins not overlapping with genes were discarded, and the first and second bins were rejoined interaction-wise with the function *merge* in R. The linear regression between the log_2_(fold change shoot/root) of the two genes of all pairs was calculated with R, and scatter plots (Figs. 4d, 5a, and 6c) were generated with ggplot2 v3.1.0. Quartiles of the distance between the two genes (Additional file 1: Supplemental Figure S10) and quartiles of *Z*-score in shoots and roots (Fig. 4e, Additional file 1: Supplemental Figure S11 and S14) were calculated using the function *mutate* of the R package dplyr v0.7.8 [98], and both regression and scatterplot reproduced for each group.

We counted the number of partners of each gene in interchromosomal RNAPII-associated interactions with the R function *table* and plotted the histogram in Fig. 6d with ggplot2.

## Supplementary information

**Additional file 1.** Supplementary figures.

**Additional file 2:Table S1**. with information about gene to gene loops (GGLs): position, size, strength, and presence or absence of H3K9ac, H3K27me3, H3K36me3 histone marks, presence or absence of RNA polymerase II, transcriptional status and expression level (TPM).

**Additional file 3:Table S2**. With odds ratios (OR) and effect size (Cramer’s V) for all combinations of features of interacting genes pairs.

**Additional file 4:Table S3**. With a summary of Hi-C and HiChIP libraries statistics.

**Additional file 5:** Review history.

## Data Availability

Sequencing data from wheat Hi-C, Hi-ChIP, ATAC-seq, and RNA-seq and RNA polymerase II ChIP-seq, and rapeseed Hi-C are stored and openly available at the GEO under accession GSE133885 [99]. DNA methylation data used for Additional file 1: Supplemental Figure S6 were obtained from Ramirez-Gonzalez et al. [36] and are available in the NCBI SRA repository under accession code SRP133674. RNA-seq data from the seedling shoots and roots used for the differential expression analysis were generated by a previous study [55] and are available in the NCBI SRA repository under accession code DRR003148, DRR003149, and DRR003150 (seedling root) and DRR003154, DRR003155, and DRR003156 (seedling shoot).

How the deposited data were processed for this re-analysis (not part of the article)

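The data used here are the RNA-seq libraries of 3 biological replicates of Chinese Spring seedling shoots, a single condition, so that no comparison between groups of samples was made. The plants were 12 days old by the paper's methods and 12 or 14 days old by the sample labels. The authors quantified transcripts from the reads with kallisto against an annotation derived from IWGSC RefSeq v1.1, made of high-confidence genes and of low-confidence genes overlapping histone mark peaks, without unanchored scaffolds. The kallisto version and settings are not stated in the paper's text. The authors deposited for each transcript an estimated count, which is not normalized and need not be whole, and a TPM value, which divides the estimated counts by effective length and scales each library to the same total. The deposited tables also give each transcript's length. Because reads shared by similar transcripts were divided by the authors' quantification, values of near-identical gene copies are uncertain.

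The estimated counts summed to 75465873, 76337649 and 67470696 in replicates 1, 2 and 3. Scaled from the median TPM per estimated count over the detected genes, 3 estimated counts correspond to 0.0325 to 0.0343 TPM. This is a rough guide to where detection becomes unsure, and was not measured on genes at 3 counts. The paper's methods convert transcript to gene values with tximport, and here TPM was summed over the transcripts of each gene. The median of the replicates was taken, as in the paper's methods, with a median above 0 for expressed genes. Errors are SDs over the 3 replicates, each replicate being analysed alone.

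Gene pairs, chromatin marks and coordinates (IWGSC RefSeq v1.0) were read from the part of Table S1 used here, 1999 of 47678 rows, which covers chromosome 1A and the start of chromosome 1B. The remaining rows were not analysed here. Rows with the same gene pair were merged into 1580 unique pairs. Log2 odds ratios and Cramer's V were computed from 2 by 2 tables, with 95% intervals from 10000 bootstrap draws over pairs. The two-sided permutation tests used 100000 shuffles of the second gene within chromosomes, with Fisher's exact test beside them and Benjamini-Hochberg adjustment over the 10 tables of a mark against expression. Quartiles and Spearman's rho were tested with the same shuffles. Pairs matched on gene order were drawn 10000 times among high-confidence genes of the same chromosome at the same difference in gene rank, with the first gene between the lowest and the highest rank of the first genes in the pairs (on chromosome 1B, this is the start of the chromosome). Pairs joined by a GGL in the rows used were left out of the draws. GGLs among the remaining rows are not known here, so draws on chromosome 1B may include some. Gene rank was taken from the gene identifiers, whose order matched the order of the coordinates in Table S1.

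The methods were tested on simulated data. In 200 simulations of 1580 pairs, a simulated log2 odds ratio of 1 was recovered with a mean of 1.00 and called in 100% of them, and a simulated value of 0 was called in 2% of them. In 60 simulations of 622 pairs with unrelated expression, the same-quartile test made calls in 3.33% and the rho test in 0%. With related expression (a rho of 0.288), they made calls in 95% and 100% of the simulations. The pairs in these simulations were independent of each other, whereas the real pairs share genes. The rates of false calls may therefore be too low for the real pairs. For the matched pairs, 40 simulations of 805 pairs in which neighbours were alike and loops no more alike gave a mean difference of 0.01 and calls in 10% of them, and all 40 with an added loop effect were called.

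Genes named in the text follow a rule fixed before the data were examined, except TraesCS3B02G186100, chosen after its values were seen. Under the rule they are the 8 genes of the 3C primer list and, among unique pairs above 0 TPM in all 3 replicates for both genes, the 3 pairs with the highest TPM of the lower partner and the 3 pairs with the largest log2 ratio between partners. Genes of the regions in Fig. 5c and Fig. 6a were not used here, because no annotation of that build was used, and genes are given by identifier only. The alternatives were other cuts for expressed genes (TPM of at least 0.1, 0.5 or 1, or at least 3 estimated counts), the mean of the replicates, leaving out each replicate in turn, every row of Table S1, each gene in at most 1 pair, high-confidence genes or pairs only, pairs over 200 kb apart, and each chromosome alone. The matching within 50 gene ranks, and the use of each gene in at most 1 pair for the comparison of distances, were chosen after seeing the data. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Hi-C, Hi-ChIP, ChIP-seq, ATAC-seq and root expression were not analysed here.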

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

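The tests of explanations for the difference with distance were chosen after that difference was seen, and those for H3K4me3 on the first gene were written down before its association was computed. Those for H3K4me3 on the second gene were added last, after the others had been seen.

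Table S1 has a column for peaks of H3K4me3, a mark on which the paper's text does not report. H3K4me3 on the first gene went with expression of the second gene of GGL pairs with a log2 odds ratio of 0.87 (95% bootstrap interval 0.57 to 1.16), and expression of the first gene went with H3K4me3 on the second with a log2 odds ratio of 0.98 (0.69 to 1.28). Both had p = 2e-05 by permutation after Benjamini-Hochberg adjustment over the 10 tables, in 1580 pairs. In single replicates the values were 0.82 ± 0.0059 and 0.94 ± 0.038 (SD, n = 3). By gene, 73.2% of the 1247 genes with H3K4me3 were expressed, against 39.4% of the 813 genes without it. If long genes both carried more peaks and were detected more often, the association would have fallen towards 0 among pairs of like transcript length. Within 16 classes of length it was 0.88 with the mark on the first gene and 1.01 with the mark on the second (permutation p = 1e-05 for each, the smallest possible). If H3K4me3 only stood in for H3K9ac and H3K36me3 on the same gene, it would be near 0 within the classes of those marks, and there it was 0.27 with the mark on the first gene (permutation p = 0.136) and 0.57 with the mark on the second (permutation p = 0.00156). The values fell in both directions, so the other active marks may carry part of the association. Whether they carry the whole of it cannot be told, since the 2 directions disagree. Pairs matched on gene order were not drawn for H3K4me3, so likeness between neighbouring genes is left open too. No biological explanation was tested, since the libraries are of a single condition.

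A difference between groups of pairs was seen with distance. The log2 odds ratio between the partners' expression was 1.33 in 990 pairs under 200 kb (95% bootstrap interval 0.95 to 1.70) and 0.58 in 335 pairs over 1 Mb (-0.05 to 1.21), a difference of 0.75 (two-sided permutation of the distance class, p = 0.0478). The 255 pairs between these distances had 1.65 (0.84 to 2.52), so that the values do not fall steadily with distance. If genes that recur in many long-range pairs made the difference, it would shrink with each gene in at most 1 pair, and it was 1.30 (permutation p = 0.0166). If it came from the part of the chromosome where long-range pairs lie, it would shrink with short-range pairs weighted to the same broad parts. It was then 0.97, without a test. Those parts are too broad to exclude an effect of position within them. The difference did not shrink in either check, but the p is close to the threshold. It did not pass the threshold in most of the alternatives: it was 0.53 (permutation p = 0.155) with at least 3 estimated counts and 0.42 in the lowest of the fits without a replicate. Whether long-range pairs hold a larger share of loops called by chance was not tested, and no biological explanation was tested.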

How the results depend on the processing

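The alternatives were set before the data were examined, apart from the matching within 50 gene ranks and the use of each gene in at most 1 pair for the comparison of distances. In all 296 comparisons with an alternative were made, of which 240 kept the direction and the side of the threshold, or for values without a test moved by less than the replicate SD, or for counts of genes stayed within 1.5 times the count reported; 36 moved further, 12 became weaker, 7 became stronger and 1 reversed. No pairing of libraries between conditions was possible because the 3 libraries are of a single condition.

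The log2 odds ratio between the partners' expression kept its direction and stayed past the threshold under the 11 alternatives other than leaving out a replicate, between 0.97 and 1.55, and without a replicate it ranged from 1.16 to 1.23. Cramer's V lay between 0.146 and 0.247. The same holds for the tables of H3K36me3, H3K9ac and RNA polymerase II against expression in both directions. The difference in expressed share between genes with the active combination of marks and genes with H3K27me3 but neither H3K36me3 nor H3K9ac stayed past the threshold under its 8 alternatives, from 63.0 to 77.8 percentage points, and from 63.9 to 66.4 without a replicate. The excess of looped over rank-matched pairs stayed past it under its 6, from 0.54 to 1.50, and from 0.90 to 1.12 without a replicate.

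On chromosome 1B alone, the log2 odds ratios of H3K27me3 on the first gene with expression of the second (-0.51, adjusted permutation p = 0.112) and of expression of the first gene with H3K4me3 on the second (0.53, adjusted p = 0.112) no longer passed; the largest adjusted p over the alternatives of either was this one. The share of expressed pairs in the same quartile no longer passed with each gene in at most 1 pair (28.0%, permutation p = 0.275, the largest over its alternatives), with TPM of at least 1 (31.25%), among pairs over 200 kb apart (29.8%) and on chromosome 1A alone (27.8%). Spearman's rho of the partners' TPM, which did not pass the threshold, came to lie past it with TPM of at least 0.1 (0.129), TPM of at least 1 (0.201), at least 3 estimated counts (0.136), the mean of the replicates (0.124) and on chromosome 1B alone (0.287). Without a replicate it ranged from 0.109 to 0.119 and lay past the threshold without replicate 1 and without replicate 2. With each gene in at most 1 pair it reversed against its shuffles, at 0.0112, just below their mean (permutation p = 0.888, the largest over its alternatives). The difference in log2 odds ratio between short-range and long-range pairs no longer passed with TPM of at least 0.5 (0.68), at least 3 estimated counts (0.53), on chromosome 1A (0.87) or 1B alone (0.22, permutation p = 0.753, the largest over its alternatives), and ranged from 0.42 to 0.76 without a replicate. For these results the cause was not tested.

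The number of expressed genes fell to 60626 with TPM of at least 0.5 and 50028 with TPM of at least 1, and was 108751 to 110686 without a replicate, since the median of 2 libraries is above 0 as soon as 1 of them is. The first quartile boundary was 0.488 with TPM of at least 0.1, 0.316 with at least 3 estimated counts, 0.0850 with the mean, 0.181 for high-confidence genes and 0.131 for genes of the loop table part, and 0.102 to 0.113 without a replicate. The second boundary was 1.75, 1.40, 0.654 and 1.32 under the first 4 of these alternatives, in the same order, and 0.681 to 0.829 without a replicate. The third was 5.43 with TPM of at least 0.1 and 5.08 for high-confidence genes, and 3.12 to 3.89 without a replicate. The mean of the replicates equalled the TPM of Table S1 for 693 genes. The expressed share of high-confidence genes on subgenomes A, B and D was 36.2%, 35.9% and 37.3% with TPM of at least 1, and 60.3%, 60.5% and 62.0% with at least 3 estimated counts. Without a replicate these shares ranged from 70.3% to 72.0% on A, from 70.4% to 72.0% on B and from 71.8% to 73.8% on D, and the share of TPM on D from 34.6% to 35.0%.

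Depth limits the lowest quartile above all, where the median gene rests on 3 estimated counts.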

Differences from the paper's values

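The values here are over the 1580 unique pairs of the part of Table S1 used, on chromosomes 1A and 1B, and the paper's are over its full table. The log2 odds ratios below differ from the paper's by more than the SD of the 3 replicates, which holds the pairs fixed. For each of them the 95% bootstrap interval over pairs contains the paper's value, so that none of the gaps exceeds the sampling error over pairs. Expressed status equalled that of Table S1 for all 2060 genes used, so the gaps do not come from the expression calls of these genes. Another TPM cut or set of replicates that comes nearer to the paper's value is therefore not the cause of a gap. Fig. 4b appears to place the first and the second gene the other way round from Table S2 for tables of a mark against expression, so the value with the genes exchanged, looked at after seeing the data, is given too.

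For expression of the first against expression of the second gene, the log2 odds ratio was 1.21 (interval 0.92 to 1.51) against the paper's 1.413. None of the alternatives set before the data were examined brought it within the replicate SD of the paper's, the nearest being 1.33 on chromosome 1B alone, with 1.55 for high-confidence pairs above the paper's value. For expression of the first gene against RNA polymerase II on the second, it was 1.56 (1.26 to 1.87) against the paper's 1.441 in Table S2, and 1.16 with the genes exchanged. With every row of Table S1, TPM of at least 0.1, at least 3 estimated counts, chromosome 1A only or without replicate 3 the value came within the replicate spread of the paper's, and with the other alternatives it did not. For expression of the first gene against H3K36me3 on the second, it was 1.18 (0.87 to 1.51) against the paper's 1.425 in Table S2, and 1.28 with the genes exchanged. None of the alternatives set before the data were examined brought it within the replicate SD of the paper's. For H3K27me3 on the first gene against expression of the second, it was -1.14 (-1.44 to -0.84) against the paper's -1.293 in Table S2, and -1.28, within the replicate SD of the paper's, with the genes exchanged. With each gene in at most 1 pair and with TPM of at least 1 the value came within the replicate spread of the paper's, and with the other alternatives it did not. Cramer's V between the partners' expression was 0.203 against the paper's 0.23, also further off than its replicate SD of 0.00575. The nearest alternative was 0.226 on chromosome 1B alone, and 0.247 for high-confidence pairs lay above the paper's value. The sampling error of Cramer's V over pairs is not given here.

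The paper states a strong preference for GGLs between genes of similar expression level. Here 31.5% of the expressed pairs shared a quartile (about 29% in Fig. 4c, read by eye), where shuffled partners gave 25.9%, and Spearman's rho of the partners' TPM was 0.0906 (permutation p = 0.163). The annotation counts of the tables, 165276 genes with 105200 high-confidence and 60076 low-confidence, stand beside the paper's 165277, 105088 and 60189.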

Other observations

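The comparison with pairs matched on gene order along the chromosome was set before the data were examined, as were the cut at 3 estimated counts, the trend along the chromosome and the shares by subgenome. The other tests in this part were chosen after the pattern they bear on was seen, apart from Spearman's rho among longer transcripts along the chromosome, written down before that trend was computed.

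GGLs mostly join near neighbours, and neighbouring genes can share transcriptional status without a loop. The 805 unique pairs of high-confidence genes had a median difference of 2 in gene rank, and 28.8% were adjacent genes. Their log2 odds ratio of 1.55 was 0.84 above the mean of pairs drawn at the same rank difference from the same stretch of the chromosome, which was 0.71 (central 95% of 10000 draws 0.28 to 1.14; two-sided permutation-type test against the draws, p = 2e-04). With the draws confined to 50 gene ranks around the first gene, a choice made after seeing the data, the difference was 0.91 (same permutation-type test, p = 1e-04, the smallest that 10000 draws can give). In 40 simulations without a loop effect, the first of these tests of the log2 odds ratio made calls in 10%, and the matched test of quartiles was not simulated. Over classes of transcript length, the log2 odds ratio of the unique pairs was 1.24, and with at least 3 estimated counts it was 1.15, so neither transcript length nor calls resting on very few reads accounts for it. Among these high-confidence pairs, shared status between genes at the same rank difference may thus make up part of the association, but not the whole. Distance in base pairs was not matched. If looped pairs lie closer together than the draws, likeness between close neighbours could still make up the rest, and that was not tested. Pairs with a low-confidence gene were not matched, and draws on chromosome 1B may include GGLs of the rows not used; on chromosome 1A alone the difference was 0.74 (same permutation-type test, p = 0.0055). For the quartiles, looped pairs exceeded pairs matched within 50 ranks by 5.52 percentage points in the share of the same quartile (32.1% against 26.6%, p = 0.0189), while Spearman's rho was 0.0883 against 0.0485 (p = 0.454). No biological explanation was tested, since all libraries are of a single condition.

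TPM values were lower in replicate 3. Among 91153 genes above 0 in all replicates, the median log2 ratio of replicate 3 to the mean of replicates 1 and 2 was -0.65. The 20 genes with the highest median TPM took 30.8% of the TPM in replicate 3, against 23.2% and 22.2% in replicates 1 and 2, and TraesCS3B02G186100, singled out after its values were seen, took 6.88%, 8.66% and 12.0% of the estimated counts in replicates 1, 2 and 3. If those genes alone lowered the others, the ratio would come near 0 once they are removed and TPM rescaled, and it was -0.49. A few dominant genes may explain part of the shift, and the rest was not explained.

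In 45 groups of genes, 125 genes in all, the TPM was the same in each of the 3 replicates with at least 10 estimated counts behind every member, and 33 of the groups spanned more than 1 chromosome. A candidate explanation is that kallisto divides reads evenly between transcripts of identical sequence. The members had the same transcript length in 100% of the groups, against 0.05% of random pairs of genes, but groups chosen for equal TPM leave little room for another outcome, and the sequences were not used here, so the explanation stays open. None of the GGL pairs (a count of 0) joined members of such a group.

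The share of expressed high-confidence genes rose from the chromosome ends to the middle, from 55.9% ± 1.14 (SD, n = 3) in the outermost of 20 bins of gene rank to 77.0% ± 1.25 in the innermost. Spearman's rho over the 20 bins, which are not independent replicates, was 0.983 for all these genes, 0.994 among genes with transcripts longer than the median and 0.988 with at least 3 estimated counts (permutation p = 1e-05 for each, the smallest possible), too near its limit to show a weakening. The size of the rise was therefore compared. By the median of the replicates it was 21.4 percentage points for all high-confidence genes. If shorter transcripts near the ends made it, it would shrink among the longer transcripts, and there it was 22.1 (68.0% to 90.1%). If calls resting on very few reads made it, it would shrink with at least 3 estimated counts, and it was 22.1 (48.8% to 70.9%). The rise did not shrink in either, and its cause was otherwise not tested.

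By subgenome, 67.3% ± 0.931 of high-confidence genes on A, 67.3% ± 0.991 on B and 68.9% ± 1.13 on D were expressed (SD, n = 3). The share on D was higher than on A and B by more than 1 SD, and the difference within libraries was not tested. The order held with each replicate left out in turn, for example 71.8% on D against 70.3% on A and 70.4% on B without replicate 3. The share of high-confidence TPM was 24.4% ± 1.32, 40.8% ± 1.63 and 34.8% ± 0.411, and without the 20 genes of highest TPM it was 32.4% ± 0.330, 33.2% ± 0.235 and 34.5% ± 0.114.

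The genes of the 3C assay, on chromosomes 1B, 4D, 7A and 1D, lie outside the part of Table S1 used here. All 8 were expressed, with TPM (SD, n = 3) of 7.65 ± 1.40 and 5.85 ± 1.77 for TraesCS1B02G226200 and TraesCS1B02G226300, 7.66 ± 3.49 and 3.27 ± 0.864 for TraesCS4D02G254100 and TraesCS4D02G254200, 3.19 ± 0.819 and 1.33 ± 0.0996 for TraesCS7A02G231500 and TraesCS7A02G231600, and 1.87 ± 0.180 and 2.23 ± 0.226 for TraesCS1D02G176100 and TraesCS1D02G176200.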
